# MAEA is an E3 ubiquitin ligase promoting autophagy and maintenance of haematopoietic stem cells

**DOI:** 10.1038/s41467-021-22749-1

**Published:** 2021-05-04

**Authors:** Qiaozhi Wei, Sandra Pinho, Shuxian Dong, Halley Pierce, Huihui Li, Fumio Nakahara, Jianing Xu, Chunliang Xu, Philip E. Boulais, Dachuan Zhang, Maria Maryanovich, Ana Maria Cuervo, Paul S. Frenette

**Keywords:** Macroautophagy, Cell signalling, Ubiquitin ligases, Haematopoietic stem cells

## Abstract

Haematopoietic stem cells (HSCs) tightly regulate their quiescence, proliferation, and differentiation to generate blood cells during the entire lifetime. The mechanisms by which these critical activities are balanced are still unclear. Here, we report that *Ma*crophage-*E*rythroblast *A*ttacher (MAEA, also known as EMP), a receptor thus far only identified in erythroblastic island, is a membrane-associated E3 ubiquitin ligase subunit essential for HSC maintenance and lymphoid potential. *Maea* is highly expressed in HSCs and its deletion in mice severely impairs HSC quiescence and leads to a lethal myeloproliferative syndrome. Mechanistically, we have found that the surface expression of several haematopoietic cytokine receptors (e.g. MPL, FLT3) is stabilised in the absence of *Maea*, thereby prolonging their intracellular signalling. This is associated with impaired autophagy flux in HSCs but not in mature haematopoietic cells. Administration of receptor kinase inhibitor or autophagy-inducing compounds rescues the functional defects of *Maea*-deficient HSCs. Our results suggest that MAEA provides E3 ubiquitin ligase activity, guarding HSC function by restricting cytokine receptor signalling via autophagy.

## Abstract (web summary)

Haematopoietic stem cells (HSCs) are metabolically quiescent, with balanced myeloid and lymphoid potential. Here the authors show that MAEA is required in HSCs for ubiquitination and downregulation of surface cytokine receptors via autophagy; MAEA loss leads to impaired HSC quiescence and a myeloproliferative disorder.

## Introduction

Under homoeostasis, haematopoietic stem cells (HSCs) reside in specialised bone marrow (BM) niches in a metabolically inactive quiescent state with balanced myeloid and lymphoid differentiation potential. Both intrinsic and extrinsic mechanisms have been proposed to regulate HSC maintenance and lineage potential^1–3^. Specialised (arterial and megakaryocytic) niches have been reported to promote quiescence of lineage-biased HSC subsets^4^, however progenitor differentiation and HSC maintenance also co-exist within overlapping niches^5–7^. How HSCs, often expressing the same cytokine receptors as their progeny (e.g. MPL, c-Kit), retain self-renewal and quiescence in overlapping niches while their progeny proliferate and differentiate, remains unclear. Autophagy (macroautophagy), a highly conserved process that recycles macromolecules and organelles via lysosomal degradation, has recently been shown to be critical for HSC quiescence and maintenance by controlling mitochondria homoeostasis, metabolic and oxidative stress^8,9^. But the molecular mechanism ensuring a higher level of autophagy in HSCs than their differentiated progeny^10^ is not clear and may provide insights on their unique quiescence-maintaining mechanisms.

Macrophage-Erythroblast Attacher (MAEA, also known as EMP) is an adhesion molecule only identified as essential for erythroblastic island formation^11^. Germline deletio*n* of *Maea* leads to severe anaemia and perinatal mortality^12^, but its function outside of erythroblastic island in postnatal animals remained unexplored. Recent phylogenetic and biochemical analyses have suggested that MAEA is a RING domain-containing subunit of a highly conserved E3 ubiquitin ligase complex with unknown functions in higher organisms^13,14^.

Here, we show that MAEA is essential for adult HSC maintenance. *Maea* deletion in mice lead to HSC loss and reduced lymphoid potential due to aberrant activation while sparing the mature haematopoietic cells. Mechanistically, MAEA is required for ubiquitination and downmodulation of surface cytokine receptor expression via autophagy, consistent with its role as an E3 ubiquitin ligase*. Maea* deletion prolongs receptor surface expression and impairs autophagy flux in HSCs, but not in their mature progeny, thus providing a mechanism guarding HSC quiescence and function by restricting cytokine receptor signalling and regulating autophagy.

## Results

### MAEA is required in HSCs for normal haematopoiesis

Conditional *Maea* gene deletion recently revealed that MAEA expression on macrophages, but not erythroblasts, was required for postnatal EI formation^15^. Unexpectedly, we have found that MAEA was also expressed at high levels on HSCs and deleted at high efficiently (>80%) in haematopoietic stem and progenitor cells (HSPCs) using *Csf1r*-Cre (Supplementary Fig. 1a and Fig. 1a, b; hereafter referred to as *Maea*^*Csf1r-Cre*^). The recombination of *Csf1r*-Cre in HSCs was surprising as it is classically used to target mononuclear phagocytes^16^, but is consistent with the reported expression of *Csf1r* transcripts in HSPCs^17^. *Maea*^*Csf1r-Cre*^ mice are viable but die prematurely between 4 and 8 months of age with a myeloproliferative syndrome characterised by thrombocytosis, anaemia and increased infiltration of myeloid cells in fatal organs, such as liver and lung (Fig. 1c and Supplementary Fig. 1b, c). Examination of the BM at ~7 months of age revealed a near absence of B-lymphocytes with increased BM cellularity due to Gr-1^+^ cell expansion (Supplementary Fig. 1d, e). By contrast, young adult Maea^*Csf1r-Cre*^ mice did not exhibit anaemia or a myeloproliferative syndrome, but had a marked reduction (by ~75%) of circulating leucocytes due to severe lymphopenia (Fig. 1d). Analysis of their BM revealed a significant elevation of HSC numbers (CD150^+^ CD48^−^ lineage^−^ Sca-1^+^ c-kit^+^ LSKs) and myeloid progenitors in Maea^*Csf1r-Cre*^ BM compared to control animals, whereas the lymphoid progenitors were reduced (Fig. 1e–g and Supplementary Fig. 2a–d). However, we did not detect any alterations of myeloid-biased HSCs (CD150^hi^)^18,19^ in the *Maea*^*Csf1r-Cre*^ BM (Supplementary Fig. 2e). To obtain insight into whether *Maea* was required for lymphoid progenitor maintenance or HSC function, we sorted single lymphoid-primed multipotent progenitors (LMPPs) or HSCs from control and *Maea*^*Csf1r-Cre*^ BM onto OP9 stromal cells to examine their lymphoid differentiation potential. We found that *Maea*^*Csf1r-Cre*^ HSCs, but not the LMPPs, showed reductions in lymphoid differentiation (Fig. 1h). These results suggest that HSCs in *Maea*^*Csf1r-Cre*^ mice are skewed towards the myeloid lineage at the expense of the lymphoid potential.

**Fig. 1:**
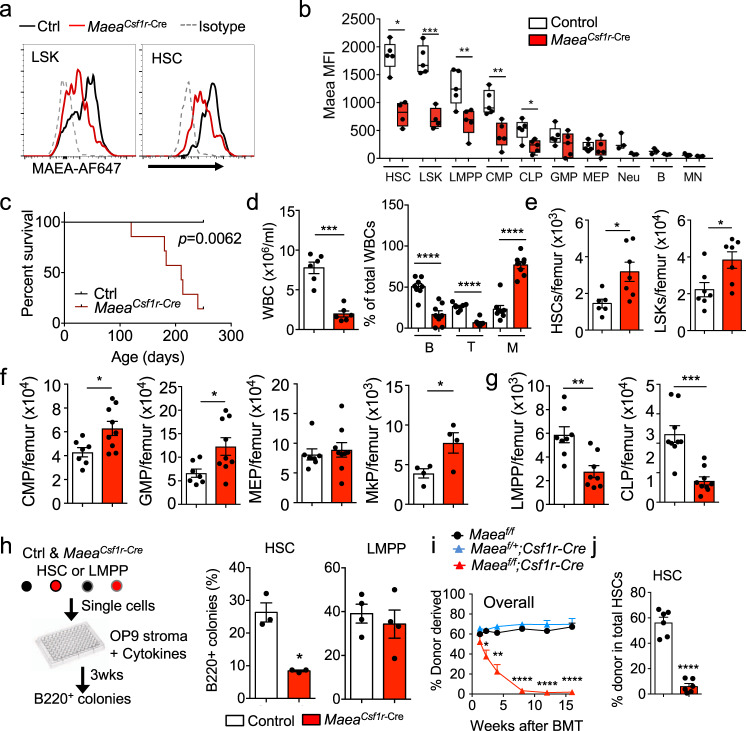
MAEA expression is enriched and required in haematopoietic stem cells (HSCs) for haematopoiesis. **a** Representative histograms showing MAEA expression on lineage- Sca-1 + c-kit+ progenitor cells (LSKs) and HSCs in control (Ctrl) and *Maea*^*Csf1r-Cre*^ bone marrow (BM). **b** FACS quantification of MAEA expression on control (*n* = 5) and *Maea*^*Csf1r-Cre*^ (*n* = 4) BM HSPCs (LMPP lymphoid-primed multipotent progenitors, CMP common myeloid progenitors, CLP common lymphoid progenitors, GMP granulocyte-macrophage progenitors, MEP megakaryocyte-erythrocyte progenitors), neutrophils (Neu), B cells (B) and monocytes (MN). Data are represented as boxes-and-whiskers with the whiskers span from minima to maxima of each dataset, the boxes extend from the 25th to 75th percentiles and the centre line indicates the mean. HSC *p* = 0.0202, LSK *p* = 0.0004, LMPP *p* = 0.0076, CMP *p* = 0.0016, CLP *p* = 0.0173. **c** The Kaplan–Meyer survival curve of control (*n* = 8) and *Maea*^*Csf1r-Cre*^ (*n* = 6) mice. *p* value was calculated by log-rank test. **d** White blood cell (WBC) counts in peripheral blood (*n* = 6 each group) and frequency of B, T and myeloid cells in total WBCs of young adult control and *Maea*^*Csf1r-Cre*^ mice (*n* = 8 each group). WBC *p* = 0.0001, B, T and M *p* < 0.0001. **e** Quantifications of HSC and LSK numbers in BM of control (*n* = 6) and *Maea*^*Csf1r-Cre*^ mice (*n* = 7). HSC *p* = 0.0165, LSK *p* = 0.024. **f** Quantification of myeloid progenitors in BM of control (*n* = 6) and *Maea*^*Csf1r-Cre*^ (*n* = 9) mice (MkP: *n* = 4). CMP *p* = 0.0146, GMP *p* = 0.0186, MkP *p* = 0.0499. **g** Quantification of lymphoid progenitors in BM of control (*n* = 6) and *Maea*^*Csf1r-Cre*^ (*n* = 9) mice^.^ LMPP *p* = 0.0027, CLP *p* = 0.0003. **h** Experimental scheme and results for evaluating lymphoid differentiation potential of HSC and LMPP at single cell level (HSC: *n* = 3, LMPP: *n* = 4 each group). *p* = 0.025. **i** Peripheral blood donor chimaerism at indicated time points after competitive BM transplantation (BMT) of equal number (1 × 10^6^) of CD45.1 wild-type (WT) competitor BM cells and CD45.2 donor BM cells from indicated genotypes into lethally irradiated CD45.1 WT recipients (fl/fl: *n* = 4, fl/+; Cre: *n* = 5; fl/fl; Cre: *n* = 6). 1.25 week *p* = 0.45, 2.25 week *p* = 0.027, 4 week *p* = 0.006, 8, 12 16 weeks *p* < 0.0001. **j** HSC donor chimaerism in the recipient BM from **i** at 16wks after transplant (*n* = 6 each group). *p* < 0.0001. All data are shown as mean ± sem and *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired two-sided Student’s *t* test unless otherwise indicated.

To evaluate further *Maea*’s function in HSCs, we examined their ability to competitively repopulate the BM of lethally irradiated recipients. Surprisingly, despite a higher frequency of phenotypic HSCs, we observed a marked reduction in long-term repopulation of peripheral blood across all lineages from *Maea*^*Csf1r-Cre*^ donor cells compared to *Maea*^*fl/fl*^ and *Maea*^*fl/+*^; *Csf1r*-Cre^+^ control littermates (Fig. 1i and Supplementary Fig. 2f). Analysis of recipient BM at 16 weeks after transplantation confirmed the severe reduction in the HSC chimerism from *Maea*^*Csf1r-Cre*^ donors (Fig. 1j). However, we found no reduction of *Maea*^*Csf1r-Cre*^ cell homing to the BM (Supplementary Fig. 2g), suggesting that MAEA controls HSC repopulation activity. Since *Maea* deletion by *Csf1r*-Cre also results in BM macrophage defects^15^ and macrophages are a critical HSC niche component^5^, we analysed *Maea*^*CD169-Cre*^ mice in which *Maea* is selectively deleted in macrophages^15^. By contrast to *Maea*^*Csf1r-Cre*^ animals, we did not observe lymphopenia in peripheral blood or BM of these mice (Supplementary Fig. 3a–c). In addition, there was no alteration in the numbers of HSC and progenitors (Supplementary Fig. 3d–f). To evaluate the role of MAEA in the haematopoietic vs the stromal compartment, we carried out reciprocal transplantation experiments in which wild-type (WT) BM cells were transplanted into lethally irradiated *Maea*^*Csf1r-Cre*^ mice and vice versa (Supplementary Fig. 3g–l). We only detected lymphopenia in WT recipients transplanted with *Maea*^*Csf1r-Cre*^ BM, while WT donor BM completely normalised the peripheral blood indexes of *Maea*^*Csf1r-Cre*^ mice. Taken together, these results indicate that the defects of *Maea*^*Csf1r-Cre*^ mice have an HSC autonomous origin and are not related to gene deletion in macrophages.

### MAEA guards HSC quiescence in a mTOR-dependent manner

We next evaluated HSC function after *Maea* deletion using the conditional *Mx1*-Cre line (*Maea*^*Mx1-Cre*^) and poly I:C administration (Fig. 2a and Supplementary Fig. 4a). During the time course of 3 weeks after the first poly I:C injection, we found that *Maea*^*Mx1-Cre*^ HSCs initially expanded at day 7 followed by a significant reduction compared to control *Maea*^*f/f*^ mice (Fig. 2b), while the total BM cellularity was not altered (Supplementary Fig. 4b). Cell cycle analysis revealed a dramatic loss of quiescence of *Maea*^*Mx1-Cre*^ HSCs (Fig. 2c), but not of other cell populations after poly I:C induction (Supplementary Fig. 4c). This was associated with a preferential loss of CD150^lo^ HSCs and a significant reduction of lymphoid progenitor cells but an increase in neutrophil numbers (Supplementary Fig. 4d, e). Although no mortality was observed in these *Maea*^*Mx1-Cre*^ mice ~4 months after poly I:C, we detected mild anaemia, myeloid expansion and significantly decreased BM HSC numbers resembling the *Maea*^*Csf1r-Cre*^ mice (Supplementary Fig. 4f). In addition, *Maea*^*Csf1r-Cre*^ HSCs were also more actively cycling in young mice while their numbers were depleted in older mice (Supplementary Fig. 4g, h). These results suggest *Maea* deletion depletes HSCs by aberrant activation, followed by their exhaustion.

**Fig. 2:**
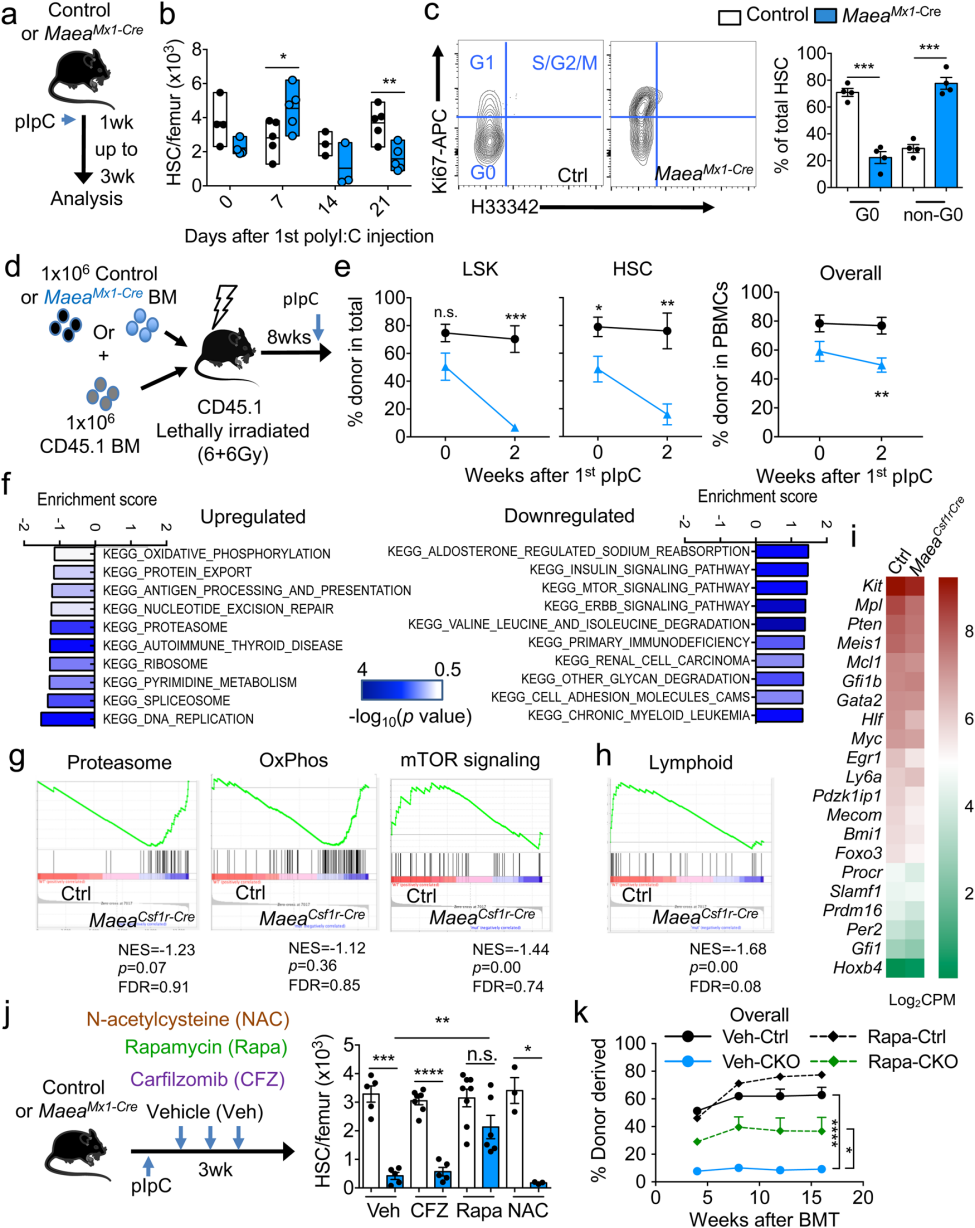
*Maea* deletion impairs haematopoietic stem cells (HSCs) quiescence and function in a mTOR-dependent manner. **a** Experimental scheme for deleting *Maea* in adult mice using *Mx1*-Cre. (The mouse symbol in these figures were modified and recreated from Servier Medical Art (https://smart.servier.com/), an open source of medical images). **b** Quantification of bone marrow (BM) HSC numbers at indicated time points after poly I:C injection (day 0: *n* = 4; days 7 and 21: *n* = 5; day 14: *n* = 3 each group). Data are represented as floating boxes with boundaries indicate minima to maxima of each dataset and middle line indicates the mean. Day 0 *p* = 0.069, day 7 *p* = 0.0457, day 14 *p* = 0.168, day 21 *p* = 0.005. **c** Representative FACS plots and cell cycle profiles of control (Ctrl) and *Maea*^*Mx1-Cre*^ (CKO) HSCs at 21 days after 1st poly I:C injection (*n* = 4). *p* = 0.0002. **d** Experimental scheme for deleting *Maea* in 1:1 wild-type (WT) and *Maea*^*Mx1-Cre*^ BM chimeras after stable (8 weeks) reconstitution. **e** Donor chimaerism in BM LSK and HSCs and peripheral blood total leucocytes from control and *Maea*^*Mx1-Cre*^ mixed chimeric mice at indicated time points after poly I:C injection (*n* = 10 over two independent experiments). **f** RNA-seq and Gene Set Enrichment Analysis (GSEA) of HSCs from BM of control and *Maea*^*Csf1r-Cre*^ young adults at 7–12 weeks of age. Three replicates with 2000 HSCs pooled from two mice each replicate were processed and analysed for each group. Top KEGG (Kyoto Encyclopaedia of Genes and Genomes) pathways that are up-regulated and down-regulated in *Maea*^*Csf1r-Cre*^ HSCs are shown. **g** Examples of GSEA enrichment plots showing enrichment of Proteasome, Oxidative phosphorylation and mTOR signalling pathways in *Maea*^*Csf1r-Cre*^ HSCs. **h** GSEA enrichment plot showing significant downregulation of lymphoid potential related gene set in *Maea*^*Csf1r-Cre*^ HSCs. **i** Heat map showing mean expression of HSC related genes in control and *Maea*^*Csf1r-Cre*^ HSCs. **j** Experimental scheme and quantification of LSKs and HSCs in control and *Maea*^*Mx1-Cre*^ mice treated with vehicle (Veh), carfilzomib (CFZ), rapamycin (Rapa) or N-acetylcysteine (NAC) for 3 weeks after poly I:C induction (Veh: *n* = 5, CFZ: *n* = 6, Rapa: *n* = 7, NAC: *n* = 3 over two independent experiments). **k** Donor chimaerism in peripheral blood of CD45.1 lethally irradiated wild-type recipients at indicated time points after competitive BM transplantation (BMT) of equal number of CD45.1 WT competitor BM cells and CD45.2 donor BM cells from indicated groups (*n* = 5 each group). All data are mean ± sem unless otherwise indicated. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired two-sided *t*-test with 95% confidence level. ns not significant.

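The members of the sets with the smallest p in the direction of the set's mean were examined one by one. Their direction thus follows from the choice. *Psmb10* on chromosome 8 rose from 81.4 ± 14.4 CPM in control to 127 ± 22.2 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each), a log2 fold change of 0.64 (standard error 0.18, adjusted p = 0.967 from limma, and 0.235 with the replicate block). *Psmb9*, which lies within the region of chromosome 17 that holds *C4b* and *BC023719*, rose from 126 ± 11.1 to 173 ± 25.6 CPM (SD, n = 3 each). *Psme2* on chromosome 14 rose from 45.9 ± 1.88 to 67.2 ± 14.1 CPM (SD, n = 3 each). These 3 genes were higher in every *Maea* Csf1r-Cre library than in every control library, as 6 of the 42 proteasome genes were. Of the oxidative phosphorylation genes, *Uqcr10* had a log2 fold change of 0.38 (standard error 0.19) and *Cox6b1* of 0.29 (standard error 0.13). Adjusted over each list alone, 0 proteasome and 0 oxidative phosphorylation genes had a p under 0.05 in either fit.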

To evaluate further the HSC-intrinsic requirement of MAEA, we generated chimeric mice by transplantation of an equal mixture of WT (CD45.1) and *Maea*^*Mx1-Cre*^ (CD45.2) BM cells into lethally irradiated WT (CD45.1) recipients and induced *Maea* deletion after stable reconstitution (Fig. 2d). Analysis of the BM and peripheral blood donor chimerism showed a drastic reduction of *Maea*^*Mx1-Cre*^ HSCs and LSKs in the chimeric BM in the presence of WT competitor cells at 2 weeks and a lower peripheral contribution over 8 weeks after poly I:C induction (Fig. 2e and Supplementary Fig. 4i). Thus, these results clearly support an intrinsic role of *Maea* in HSC maintenance.

We then interrogated the transcriptome of sorted *Maea*^*Csf1r-Cre*^ and littermate control HSCs to gain mechanistic insight on how *Maea* regulated HSC function. 

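RNA was sequenced from 3 control and 3 *Maea* Csf1r-Cre libraries, each made from 2000 HSCs pooled from 2 mice. The paper gives the age of the mice as 7 to 12 weeks, and the sample labels give 8 weeks. *Maea*, the gene targeted by the deletion, lies on chromosome 5 of GRCm38 (mm10) from 33335509 to 33373296. Its expression was 108, 116 and 123 CPM in control replicates 1, 2 and 3, and 76.9, 88.6 and 100.98 CPM in *Maea* Csf1r-Cre replicates 1, 2 and 3. The values count reads over the whole gene and do not separate its exons. The mean was 116 ± 7.29 CPM (SD, n = 3) in control HSCs and 88.8 ± 12.0 CPM (SD, n = 3) in *Maea* Csf1r-Cre HSCs, lower in every *Maea* Csf1r-Cre library than in every control library. The log2 fold change was -0.39 (standard error 0.13, adjusted p = 0.967 from limma's moderated test, Benjamini-Hochberg adjusted over all genes tested). The authors aligned the reads to mm10 with STAR, quantified them to Ensembl transcripts and normalised them in Partek Flow, and the deposited values are CPM with 0.0001 added to each. The reads behind the scaling, computed from the steps between low values, numbered 32968000, 39614000 and 34233000 in control replicates 1, 2 and 3, and 60937000, 44159000 and 44337000 in *Maea* Csf1r-Cre replicates 1, 2 and 3. No control library was as deep as any *Maea* Csf1r-Cre library. The smallest signal counted, 3 reads, was 0.0492 to 0.0910 CPM, a limit that covers counting error only.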

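Of the 46959 rows of the deposited table, the 12955 with a CPM of at least 1 in at least 3 libraries were tested on log2(CPM + 1). The replicate numbers were checked for pairing, since the deviations of same-numbered control and *Maea* Csf1r-Cre libraries from their group means correlated across genes. Pearson's r was 0.627, 0.523 and 0.397 for replicates 1, 2 and 3, against -0.459 to -0.0538 for differently numbered libraries, with genes not being independent replicates. The deviations sum to 0 within each group, so the negative values follow in part from the positive ones. Each comparison was therefore also fitted with the replicate number as a block, where the adjusted p of *Maea* was 0.218. In the unblocked fit 1 gene of 12955 had an adjusted p under 0.05 and 517 had an unadjusted p under 0.05. With the replicate block these counts were 1 and 1805. The gene was *BC023719* in both fits (adjusted p = 0.00625, and 0.00757 with the block), an antisense transcript on chromosome 17 from 36111426 to 36117121. It was listed at 0 in the 3 control libraries and at 11.0, 7.27 and 9.83 CPM in *Maea* Csf1r-Cre replicates 1, 2 and 3, and its value was a whole number of reads in 1 of those 3 libraries. Among the alternatives, leaving out *Maea* Csf1r-Cre replicate 3 changed the count most, to 3 genes. Requiring a CPM of at least 10 in at least 3 libraries gave 0 genes, with 302 at an unadjusted p under 0.05. The groups did not overlap for 1108 genes, or 8.55% of those tested, where chance gives 10% for libraries that are not paired. *Vldlr* on chromosome 19 rose from 19.4 ± 4.96 to 55.8 ± 5.27 CPM (SD, n = 3 each), a log2 fold change of 1.50 (standard error 0.19, adjusted p = 0.194 from limma, and 0.0565 with the block). *C1qb* on chromosome 4, one of the macrophage genes that were lower as a list, went from 6.05 ± 2.66 to 0.169 ± 0.264 CPM (SD, n = 3 each). Its log2 fold change was -2.55 (standard error 0.32, adjusted p = 0.194, and 0.0615 with the block).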

Gene Set Enrichment Analysis (GSEA) revealed a striking up-regulation of gene sets involved in cell activation or proliferation in *Maea*^*Csf1r-Cre*^ HSCs, such as DNA replication, protein synthesis/processing and oxidative phosphorylation, but downregulation of several major cell growth-related pathways, including insulin and mTOR signalling (Fig. 2f, g and Supplementary Fig. 4j). 

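The paper's text does not give the genes of its KEGG sets, so the sets were listed by hand after the components of each pathway. The mean log2 fold change of *Maea* Csf1r-Cre over control HSCs was 0.13 for the 35 DNA replication genes tested, with 30 genes higher (limma's camera, inter-gene correlation preset at 0.01, adjusted p = 3.8e-08 over 11 sets, and 1.2e-08 with the replicate block). It was 0.15 for the 42 proteasome genes, with 40 higher (adjusted p = 1.3e-10, and 1.7e-11 with the block). For the 82 ribosome genes it was 0.10, with 69 higher (adjusted p = 2.3e-10, and 2.1e-11 with the block). The 24 protein export genes had a mean of 0.04, with 16 higher (adjusted p = 0.0360, and 0.0361 with the block). The 103 nuclear genes of oxidative phosphorylation had a mean of 0.11, with 82 higher (adjusted p = 1.6e-09, and 3.7e-12 with the block). The means were higher in *Maea* Csf1r-Cre HSCs in 3 of 3 same-numbered pairs, except for protein export, where they were higher in 2 of 3. The DNA replication mean, relative to all 6 libraries, ranged from -0.21 to 0.01 in control and from -0.09 to 0.23 in *Maea* Csf1r-Cre libraries, with each *Maea* Csf1r-Cre library above its same-numbered control. With the inter-gene correlation estimated from the data none of these sets passed, with correlations of 0.434 to 0.660 and adjusted p of 0.545 to 0.562. The protein export mean reversed, to -0.04 without *Maea* Csf1r-Cre replicate 1 (adjusted p = 0.970) and to -0.02 without control replicate 2 (adjusted p = 0.637). Across the 12807 genes with a known transcript length, log2 fold change fell with length (Spearman's rho = -0.298 across genes, which are not independent replicates). After correction for length the means were 0.12 for DNA replication, 0.11 for the proteasome, 0.0010 for the ribosome, 0.02 for protein export and 0.03 for oxidative phosphorylation. The adjusted p was then 0.00818 for the ribosome, and 0.0707 for protein export, which no longer passed. In GSEA, with genes ranked by signal-to-noise and negative scores for genes higher in *Maea* Csf1r-Cre HSCs, the NES was -1.55 for DNA replication, -1.28 for the proteasome and -1.28 for oxidative phosphorylation. The exact permutation p over 20 labellings was 0.1, 0.2 and 0.2, where 0.1 is the smallest that 3 libraries against 3 allow.

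**Figure D1:**
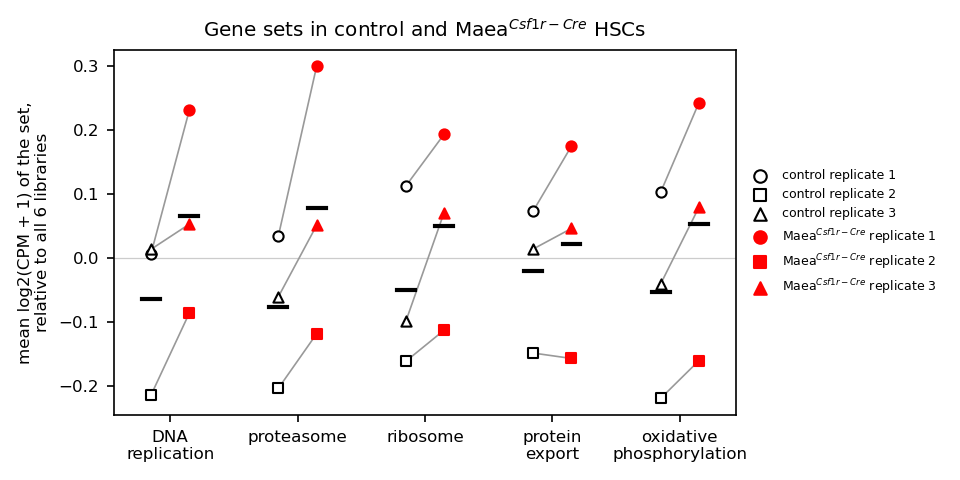
Mean log2(CPM + 1) of each gene set in every library, relative to the mean of all 6 libraries, with open symbols for control HSCs, filled red symbols for *Maea* Csf1r-Cre HSCs, lines between same-numbered libraries and bars for the group means. The proteasome mean lay between -0.20 and 0.03 in control and between -0.12 and 0.30 in *Maea* Csf1r-Cre libraries.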

Consistent with the defective lymphoid and engraftment potential, the expression of regulators of HSC lymphoid potential^20^ and maintenance was reduced (Fig. 2h, i). 

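Of 36 genes listed by hand for lymphoid priming, 22 were expressed enough to be tested, and 19 of these were lower in *Maea* Csf1r-Cre HSCs. Their mean log2 fold change was -0.62 (limma's camera, adjusted p = 6.0e-05, and 2.4e-04 with the replicate block), lower in 3 of 3 same-numbered pairs. With the genes of a B cell list left out, the mean of the other 20 genes was -0.52. The GSEA score of the set was 1.47, positive where genes are higher in control HSCs (exact permutation p = 0.1). *Ighm* on chromosome 12 fell from 17.9 ± 11.0 to 1.12 ± 1.02 CPM (SD, n = 3 each), a log2 fold change of -3.08 (standard error 0.50, adjusted p = 0.489 from limma). *Dntt* on chromosome 19 fell from 16.2 ± 9.55 to 2.43 ± 2.14 CPM (SD, n = 3 each), and *Satb1* on chromosome 17 from 17.5 ± 5.00 to 6.22 ± 3.97 CPM (SD, n = 3 each). These 3 genes were lower in every *Maea* Csf1r-Cre library than in every control library. Adjusted over the list alone, 2 of the 22 genes had a p under 0.05, and 6 with the block, while adjusted over all genes tested none did. The 21 HSC related genes of Fig. 2i had a mean log2 fold change of -0.31, with 17 lower (adjusted p = 0.0134, and 5.6e-04 with the block). Without *Maea* Csf1r-Cre replicate 1 the mean was -0.11 and the set no longer passed (adjusted p = 0.435). *Hlf* had a log2 fold change of -0.78 (standard error 0.44), *Mecom* of -0.55 (standard error 0.39) and *Kit* of -0.38 (standard error 0.17). *Mcl1* on chromosome 3 was the single gene of this list lower in every *Maea* Csf1r-Cre library than in every control library, at 164 ± 9.98 CPM in control and 143 ± 7.72 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each). *Ly6a*, *Slamf1*, *Hoxb4* and *Gfi1b* were higher in *Maea* Csf1r-Cre HSCs. No gene of the list passed when adjusted over all genes tested, with or without the block. Adjusted over the list alone 0 genes passed, and 4 with the block. The paper proposes that the reduced expression of these regulators accords with the defective lymphoid and engraftment potential.

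**Figure D2:**
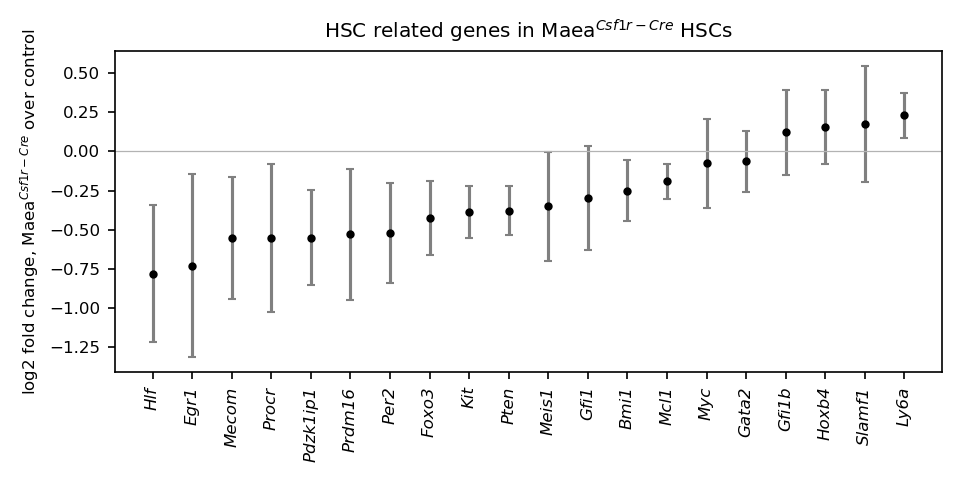
Log2 fold change of *Maea* Csf1r-Cre over control HSCs for HSC related genes of Fig. 2i, with bars for the standard error of the unblocked fit. The values ran from -0.78 for *Hlf* to 0.23 for *Ly6a*.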

The transcriptional downregulation of cell growth-related pathways was counterintuitive in activated HSCs. 

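The 110 insulin signalling genes tested had a mean log2 fold change of -0.13 in *Maea* Csf1r-Cre over control HSCs, with 77 lower, while the median over all genes tested was -0.06. The set did not stand out from the other genes (limma's camera, adjusted p = 0.262, and 0.360 with the replicate block). The 47 mTOR signalling genes had a mean of -0.15, with 31 lower (adjusted p = 0.262, and 0.169 with the block). Both means were lower in 3 of 3 same-numbered pairs. Scored by GSEA, the NES was 1.63 for insulin signalling and 1.44 for mTOR signalling, positive where genes are higher in control HSCs (exact permutation p = 0.1 for each). *Igf1* on chromosome 10 went from 2.45 ± 1.65 to 0.425 ± 0.613 CPM (SD, n = 3 each), and *Hif1a* on chromosome 12 from 69.0 ± 15.8 to 45.9 ± 11.6 CPM (SD, n = 3 each). The log2 fold change of *Hif1a* was -0.58 (standard error 0.22, adjusted p = 0.967 from limma, and 0.141 with the block). *Mtor* itself was at 48.5 ± 7.06 CPM in control and 47.7 ± 2.49 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each), a difference smaller than the spread between replicates. Adjusted over each list alone, 0 insulin and 0 mTOR signalling genes had a p under 0.05, and 4 and 3 with the block.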

Since the activity of these pathways could be critically regulated at post-translational levels, we assessed their downstream signalling molecules by intracellular phospho-flow cytometry. We detected a significant downregulation of total ribosomal protein S6, a downstream target of mTOR, in *Maea*^*Csf1r-Cre*^ HSCs compared to control, and a milder reduction of the phosphorylated S6 (pS6 Ser235/236). This resulted in a significant increase in the pS6/S6 ratio (Supplementary Fig. 4k), suggesting hyper-activity of mTORC1 signalling. We did not observe any significant changes in pAkt Ser473 or pErk1/2 Thr202/Tyr204 basal levels (Supplementary Fig. 4l).

Based on these analyses, we assessed the functional significance of these enriched pathways by treating poly I:C-induced *Maea*^*Mx1-Cre*^ mice with either a proteasome inhibitor (Carfilzomib (CFZ)), an inhibitor of oxidative stress (N-acetylcysteine (NAC)), or a mTOR antagonist (rapamycin). Remarkably, while none of the inhibitors significantly altered BM cellularity, rapamycin, but not CFZ or NAC, rescued the HSC numbers after *Maea* deletion (Fig. 2j and Supplementary Fig. 5a, b). Competitive transplantation experiments from treated and control mice also confirmed the rescue of functional HSC activity in rapamycin-treated *Maea*^*Mx1-Cre*^ mice (Fig. 2k and Supplementary Fig. 5c). Rapamycin, however, did not rescue macrophage numbers in BM due to *Maea* deletion (Supplementary Fig. 5d)^15^, suggesting cell-type-specific functions of MAEA. Our results thus suggest that MAEA suppresses mTOR activity in HSCs.

### MAEA regulates cytokine receptor stability in HSCs

We next sought to identify how MAEA could interfere with mTOR/intracellular signalling. Although previous studies have suggested that MAEA might be expressed in the nucleus and/or associated with the actin filaments^12,21,22^, immunofluorescence analysis of permeabilized HSCs detected MAEA expression only at the cell surface in localised foci (Fig. 3a), raising the possibility that it might be involved at surface signalling centres. Recent phylogenetic and biochemical analyses have suggested that MAEA is a RING domain-containing subunit of a highly conserved E3 ubiquitin ligase complex with unknown functions in higher organisms^13,14^. We thus examined the ubiquitination landscape in *Maea*-deficient and sufficient HSPCs using a ubiquitin antibody array. We found that ubiquitinated targets comprising several cell surface receptors were significantly reduced in *Maea*^*Csf1r-Cre*^ lineage-negative BM cells compared to control while three targets (Caspase-8, F-box protein 15 and p21Cdkn1a) were significantly increased (Supplementary Fig. 6a). Ubiquitin modifications of protein substrates may lead to proteasome or lysosome-dependent substrate degradation or may modulate substrate interactome and subcellular localisation^23^. Importantly, ubiquitination regulates sorting, trafficking and removal of membrane proteins via endocytosis and plays a critical role in fine-tuning their physiological functions^24,25^. To further investigate the functional impact of *Maea* deletion on receptor ubiquitination, we focused on the half-life and downstream signalling of MPL, c-kit and FLT3, major receptors regulating haematopoiesis. Aberrant activation of these receptors has been associated with myeloproliferative disease involving the HSPCs^26–29^. We treated BM cells ex vivo with the translation inhibitor cycloheximide and evaluated the turnover of surface receptors in *Maea*^*Csf1r-Cre*^ and control HSPCs. We found that the half-lives of FLT3 and MPL, but not c-kit, were significantly prolonged in *Maea*^*Csf1r-Cre*^ HSPCs (Fig. 3b and Supplementary Fig. 6b). We also detected elevated pSTAT5a levels in *Maea*^*Csf1r-Cre*^ LSKs (Supplementary Fig. 6c), and a persistence of pAKT, but not pERK, signal in HSPCs after cytokine stimulation, despite comparable constitutive levels (Supplementary Fig. 6d). These results suggest that MAEA may negatively modulate receptor tyrosine kinase signalling in HSPCs by promoting receptor ubiquitination and degradation. Indeed, when ectopically expressed, MAEA was able to promote poly-ubiquitination of FLT3 (Supplementary Fig. 6e) indicating that FLT3 is a substrate for its ligase activity. Additionally, a receptor tyrosine kinase inhibitor (RTKi, PKC412/Midostaurin) that has been clinically proven to inhibit FLT3 signalling^30,31^, lowered the pSTAT5a levels (Supplementary Fig. 6c), rescued HSC depletion and loss of quiescence but not macrophage reduction upon *Maea* deletion (Fig. 3c–e). These results indicate that MAEA-mediated receptor ubiquitination and signal restriction plays a critical role in HSC quiescence and maintenance.

**Fig. 3:**
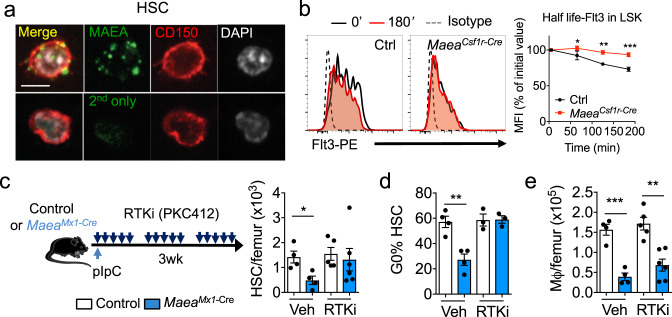
MAEA regulates cytokine receptor ubiquitination and stability in hematopoietic stem cells (HSCs). **a** Representative immunofluorescence images showing MAEA and CD150 expression in HSCs using cells from two independent experiments of four mice. Scale bar = 10 μm. **b** Representative histograms and FACS evaluation of Flt3 half-life in control and *Maea*^*Csf1r-Cre*^ LSK cells incubated in the presence of 50 μM cycloheximide (*n* = 4 animals). *p < 0.05, **p < 0.01, ***p < 0.001 by two-way ANOVA multiple comparisons. exact *p* value from left to right are 0.0325, 0.0016, 0.0003. **c** Experimental scheme and quantification of HSCs in control (*n* = 9) and *Maea*^*Mx1-Cre*^ (*n* = 10) mice treated with vehicle and RTK inhibitor (RTKi) PKC412 for 3 weeks after poly I:C induction. *p* = 0.0212. **d** Quantification of the frequencies of G0 phase HSCs in control and *Maea*^*Mx1-Cre*^ (*n* = 7 each) mice treated with vehicle and RTKi PKC412 at 3 weeks after poly I:C induction. *p* = 0.0033. **e** Quantification of BM macrophages in control (*n* = 9) and *Maea*^*Mx1-Cre*^ (*n* = 10) mice treated with vehicle and RTKi PKC412 at 3 weeks after poly I:C induction. *p* value from left to right are 0.0007, 0.0012. All data are shown as mean ± sem. ns not significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired two-sided *t-*test with 95% confidence level unless otherwise indicated.

### MAEA regulates cytokine receptor stability via autophagy

Although the mTOR inhibitor rapamycin rescued the HSC depletion and loss of quiescence induced by *Maea* deletion, MAEA did not directly regulate mTOR signalling (Supplementary Fig. 6d, f, g). We thus asked if rapamycin could rescue *Maea*-deficient HSCs via the promotion of lysosome-dependent degradation pathways (e.g. autophagy). Macroautophagy, a highly conserved mechanism to recycle macromolecules and organelles via lysosomal degradation, was suggested to be critical for HSC quiescence and maintenance although the detailed molecular mechanism have remained unclear^9,10,32,33^. mTOR signalling and activated AKT are reported to inhibit autophagy, and rapamycin is a potent inducer of autophagy^34,35^. Our transcriptomic profiling indicated no significant change in the expression of the core autophagy machinery or pro-autophagy genes in *Maea*-deficient and sufficient HSCs (Supplementary Fig. 7a, b). 

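The 11 genes of the core autophagy machinery shown in Supplementary Fig. 7a had a mean log2 fold change of -0.11 in *Maea* Csf1r-Cre over control HSCs, with 9 lower (limma's camera, adjusted p = 0.464, and 0.605 with the replicate block). The 10 pro-autophagy genes of Supplementary Fig. 7b had a mean of -0.26, with 8 lower (adjusted p = 0.0323, and 0.0566 with the block). Both means were lower in 3 of 3 same-numbered pairs. *Sesn1* on chromosome 10 fell from 95.0 ± 12.5 to 59.955 ± 16.9 CPM (SD, n = 3 each), a log2 fold change of -0.68 (standard error 0.20, adjusted p = 0.967 from limma, and 0.218 with the block). *Prkaa2* on chromosome 4 fell from 3.68 ± 0.737 to 1.67 ± 0.590 CPM (SD, n = 3 each), a log2 fold change of -0.82 (standard error 0.25, adjusted p = 0.967, and 0.250 with the block). Both were lower in every *Maea* Csf1r-Cre library than in every control library. *Rb1cc1* had a log2 fold change of -0.39 (standard error 0.17). Adjusted over the pro-autophagy list alone 0 genes passed, with a smallest adjusted p of 0.0578, and 3 passed with the block, with a smallest of 0.0385. Of the core machinery, *Atg4c* had the largest change, a log2 fold change of -0.42 (standard error 0.19). Adjusted over the core list alone 0 genes passed in either fit, with smallest adjusted p of 0.672 and 0.286.

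**Figure D3:**
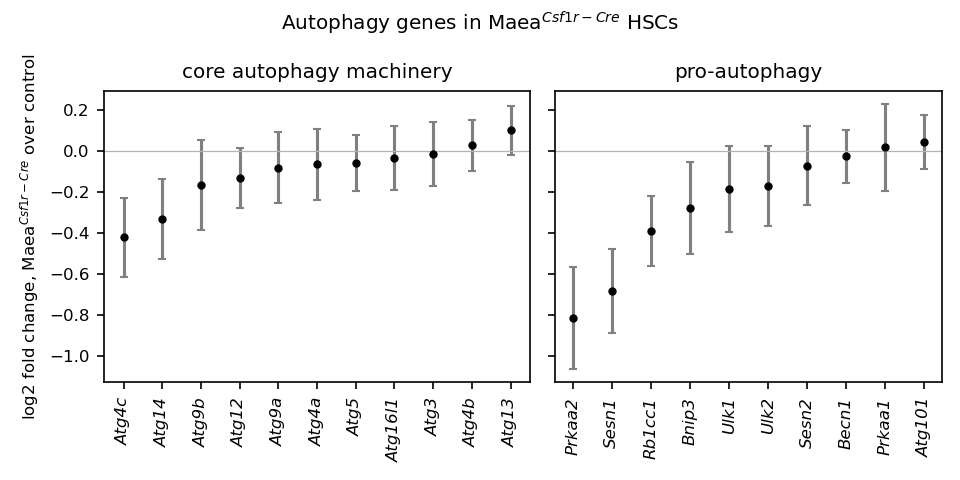
Log2 fold change of *Maea* Csf1r-Cre over control HSCs for the genes of the core autophagy machinery and the pro-autophagy genes, with bars for the standard error of the unblocked fit. The pro-autophagy genes ran from -0.82 for *Prkaa2* to 0.04 for *Atg101*.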

When cultured under starvation conditions or in the presence of rapamycin, WT HSCs exhibited high levels of autophagy flux of endogenous LC3-II (distinguishable from LC3-I through a permeabilization step) compared to more differentiated cells (Fig. 4a and Supplementary Fig. 7c), which is in line with previous studies^10,36^. However, the autophagy flux in *Maea*^*Csf1r-Cre*^ HSCs was significantly reduced (Fig. 4a). Lineage-negative cells (enriched in HSPCs), but not lineage-positive cells (enriched in mature haematopoietic cells), from *Maea*^*Csf1r-Cre*^ BM also presented significant reductions in LC3-II flux (Supplementary Fig. 7c). In addition, morphometric analyses using electron microscopy imaging confirmed that the reduced flux was largely due to a maturation defect in the autophagic compartment of *Maea*^*Csf1r-Cre*^ HSCs^37,38^, as we have found a significant reduction in the percentage of autolysosomes (AUT) relative to autophagosomes (APG; Fig. 4b, c and Supplementary Fig. 7d) in these cells. Interestingly, *Maea*^*Csf1r-Cre*^ HSCs also had a defect in autophagy induction (APG biogenesis) that can explain why APG did not accumulate in these cells despite the observed maturation defect (Fig. 4c). Reduced autophagy flux likely accounts for the lower survival rate of *Maea*-deficient HSCs upon starvation (Fig. 4d)^39^.

**Fig. 4:**
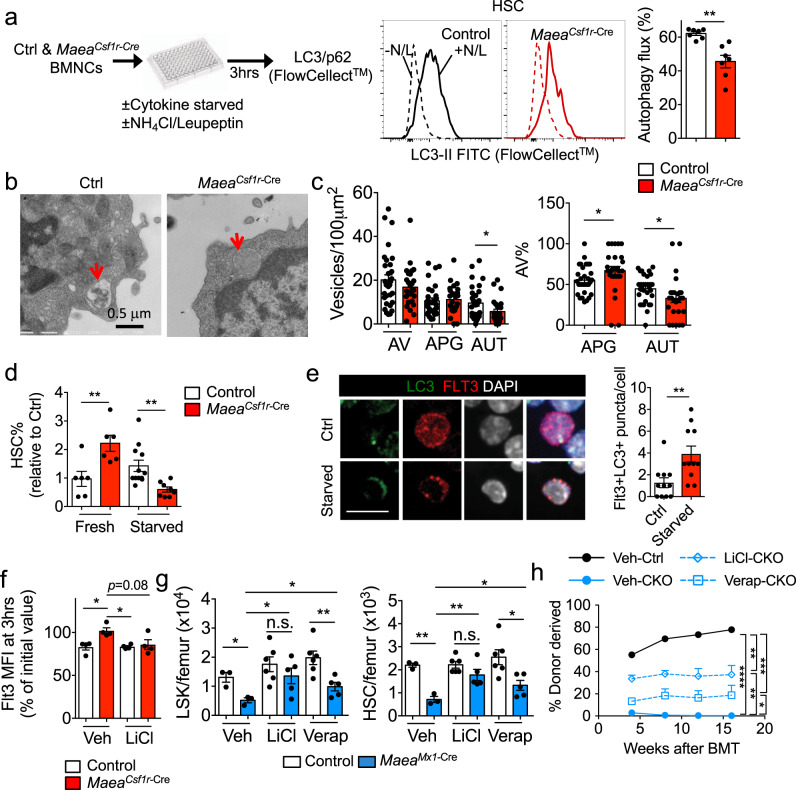
MAEA regulates cytokine receptor stability via autophagy in hematopoietic stem cells (HSCs). **a** Experimental scheme and evaluation of autophagy flux in control (Ctrl) and *Maea*^*Csf1r-Cre*^ HSCs (*n* = 7). % autophagy flux is calculated as 100x(1 − (−L/N))/(+L/N). N: NH_4_Cl. L: leupeptin. *p* = 0.0036. **b** Representative electron microscopy micrographs of control and *Maea*^*Csf1r-Cre*^ HSCs for ultrastructural analysis of the autophagic compartments (red arrows point to an autolysosome in control and an autophagosome in *Maea*^*Csf1r-Cre*^). **c** Morphometric analysis of control and *Maea*^*Csf1r-Cre*^ HSCs: quantification of the numbers of autophagic vacuoles (AV) and their break down into number (left) and percentage (right) of autophagosomes (APG) and autolysosomes (AUT), per cell area. *n* = 27 control and 23 *Maea*^*Csf1r-Cre*^ cells analysed. Analysis were applied to cells blindly from two independent experiments. Unblinding was done during data plotting. *p* value from left to right are *p* = 0.035, 0.0245, 0.0306. **d** Frequencies of HSCs in control and *Maea*^*Csf1r-Cre*^ bone marrow (BM) cells before and after 3 h of starvation in culture (*n* = 6 each). *p* value from left to right are 0.0093, 0.0016. **e** Representative immunofluorescence images and quantification showing subcellular colocalization of FLT3 and LC3 in freshly isolated (Ctrl) and starved (cultured ex vivo in StemSpan with no cytokines but in the presence of lysosome inhibitors N/L for 3 h to induce autophagy) HSCs (*n* = 11 cells analysed). *p* = 0.0071. Scale bar = 10 μm. **f** Flt3 half-life in control and *Maea*^*Csf1r-Cre*^ lineage- Sca-1+ c-kit+ progenitor cells (LSKs) cells incubated in the presence of 50 μM cycloheximide and 10 mM lithium chloride (LiCl) (*n* = 4 animals). *p* value from left to right are 0.034, 0.0105, 0.08. **g** Quantification of LSKs and HSCs in control and *Maea*^*Mx1-Cre*^ BM treated with vehicle (Veh), LiCl or verapamil (Verap) 3 weeks after poly I:C induction (Veh: *n* = 3, LiCl: *n* = 6, Verap: *n* = 6). **h** Peripheral blood donor chimaerism in CD45.1 lethally irradiated wild-type (WT) recipients at indicated time points after competitive BM transplantation (BMT) of equal number of CD45.1 WT competitor BM cells and CD45.2 donor BM cells from indicated groups (*n* = 5 each group). Data are shown as mean ± sem. ns not significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired two-sided *t*-test with 95% confidence level unless otherwise indicated.

To ascertain whether the reduced autophagy flux was mechanistically linked with impaired receptor degradation in *Maea*^*Csf1r-Cre*^ HSPCs, we firstly examined the subcellular localisation of FLT3 and MPL and found both receptors colocalized with starvation-induced LC3 puncta (Fig. 4e and Supplementary Fig. 8a), suggesting that these receptors are subjected to degradation in the APG. Furthermore, rapamycin and mTOR-independent autophagy inducers (lithium^40^ or verapamil^41^), which promoted autophagy flux in *Maea*-deficient cells (Supplementary Fig. 8b, c), were able to normalise the prolonged FLT3 half-life in *Maea*-deficient HSPCs (Fig. 4f). Finally, we administered these mTOR-independent autophagy inducers to poly I:C-induced *Maea*^*Mx1-Cre*^ and control mice in vivo and found that both autophagy inducers could rescue HSC numbers and their repopulation activity (Fig. 4g, h and Supplementary Fig. 8d, e). These results thus identify MAEA as a critical regulator of HSC maintenance by enhancing ubiquitination of cytokine receptors and promoting autophagy.

## Discussion

Ubiquitination of cellular proteins fine-tunes their expression levels, cellular localisation, and interaction dynamics, thereby influencing many cellular processes^42^. Ligand-bound receptors are subject to endocytosis followed by recycling to the cell surface or autophago-lysosome degradation which is determined by their ubiquitination status^24,25^. Components of the ubiquitin proteasome system, mostly E3 ligases, have been suggested to regulate HSC fate by targeting signal transducers and transcription regulators^43^. Additionally, ubiquitination is emerging as an important autophagy regulator in other cell systems mostly by influencing the stability and interaction of the autophagy core machinery and selective cargo recognition^44,45^. We show here that ubiquitination and autophagy are functionally linked in the haematopoietic system.

We have identified MAEA as an E3 ubiquitin ligase subunit critical for HSC quiescence and lymphoid potential. Our data indicate that MAEA-mediated ubiquitination targets surface cytokine receptor tyrosine kinases for degradation in the AUT, hence fine-tunes their downstream signalling strength and duration. Interestingly, Maea was also required for normal APG maturation in the HSPCs potentially by promoting the cargo input into the APG and indirect suppression of mTOR signalling which could potently inhibits autophagy^34^, but not so in the mature progeny. These results clearly demonstrate a unique mechanism mediated by MAEA that links the ubiquitin system, autophagy and HSC quiescence/maintenance. Our results have implications in how the behaviour of HSCs can be distinguished from their progeny in overlapping BM niches where cytokines may evoke the maintenance of HSCs while at the same time promoting the proliferation and differentiation of progenitors^5–7^.

## Methods

### Animals

*Maea*^*fl/fl*^ mice were previously described and routinely genotyped and tested for knockout efficiency using primers listed in Supplementary Table 1^15^. *Csf1r*-iCre mice^16^ were a gift from Dr. Jeffrey W. Pollard (University of Edinburgh), and backcrossed onto C57BL/6 background. C57BL/6 (CD45.2) and Bl6-Ly5.1 (CD45.1) mice were purchased from Charles River Laboratories (Frederick Cancer Research Center, Frederick, MD)/NCI or the Jackson Laboratories (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ). *Mx1*-Cre ﻿(B6.Cg-Tg(Mx1-cre)1Cgn/J) mice were obtained from The Jackson Laboratory and *CD169*-Cre mice have been previously described^15,46^. All animals were housed in specific pathogen-free barrier facility that is under a 12 h:12 h light/dark cycle and is temperature and humidity regulated. All experimental procedures were compiled with ethical regulations of animal testing and research and approved by the Animal Care and Use Committee of Albert Einstein College of Medicine. All experiments were performed on mice of both genders with littermate controls from the same colony between 6 and 12 weeks of age unless otherwise indicated.

### Antibodies and flow cytometry

BM cells were isolated by flushing long bones with 1 ml of ice-cold PEB (phosphate-buffered saline [PBS]/2 mM EDTA/0.5% bovine serum albumin) buffer through a 1-ml syringe (BD) with a 21G needle (BD) into fluorescence-activated cell sorting (FACS) tubes. Purified goat anti-MAEA polyclonal antibody (I-20) was purchased from Santa Cruz and used at 1:100 concentration. Conjugated donkey anti-goat IgG secondary antibodies were from Thermo Fisher and used at 1:800 concentration. An anti-MAEA monoclonal antibody (92.25) was generated by our laboratory and recently described^15^. Fluorochrome-conjugated or biotinylated antibodies against mouse F4/80-PE (clone BM8; Catalogue# 123110), CD115-PE/C7 (AFS98; 25-1152-82), B220-APC-eFluor780 (RA3-6B2; 47-0452-82), anti-CD3e-PerCP-Cy5.5 (145-2C11; 45-0031-82), Gr-1(Ly6C/G)-FITC (RB6-8C5; 11-5931-85), CD11b-PE (M1/17; 12-0112-83), CD45.1-PE/Cy (A20; 25-0453-82), CD45.2-FITC (104; 109806), F4/80 (clone BM8), CD45 (clone 30-F11), c-kit/CD117-PE/Cy7 (2B8; 105814), Sca-1-FITC (clone D7, 11-5981-85), CD150-PE (clone TC15-12F12.2, 115904), CD48-PerCP-eFluor710 (HM48-1; 46-0481-85), CD16/32- APC/CY7 (clone 93, 101328), CD34-eFlour660 (clone RAM34, 50-0341-82), CD41-FTIC (MWReg30, 11-0411-82), Flt3 (A2F10), CD127-PerCP/Cy5.5 (A7R34, 45-1271-82), Ki-67 PE-Cy7 (clone SolA15, 25-5698-80) were from BioLegend or eBiosciences. Biotin-c-Mpl/TPOR (AMM2, 10403) was from Immuno-Biological Laboratories. Biotinylated lineage cocktail (559971) and FITC anti-active Caspase-3 apoptosis kit (550480) were from BD Biosciences. FlowCellect™ Autophagy LC3 Antibody-based Assay Kit was from EMD Millipore (FCCH100171). DAPI-negative singlets were analysed for all live samples. For intracellular antigen detection, cells were fixed and permeabilized using BD Cytofix/Cytoperm Fixation and Permeabilization kit (#554714) after surface receptor staining and followed by antibody staining for intracellular markers in the Cytoperm/Cytowash buffer. For cell cycle analysis, DNA content was labelled by Hoechst 33342 (Sigma). For phospho-flow, cells were kept on ice upon isolation and immediately fixed in 1.5% PFA for 10 min. Cells were then washed and stained for cell surface markers. After surface staining, the cells were permeabilized with ice-cold acetone for 10 min on ice, washed and stained with the following phospho-specific antibodies: pS6 (S235/236; D57.2.2E, 4851S), S6 (54D2, 55594), p4EBP1 (T37/46; 236B4), p44/42 MAPK (T202/Y204; E10, 4375S), pAKT (S473; D9E, 5315S), all from Cell Signalling, were used at 1 μg/ml. All other antibodies were used at 1:100 dilutions unless otherwise indicated. Stained sample suspensions were acquired on a LSR II (BD) using FACSDIVA software (V4.1, BD Biosciences) and results were analysed and visualised by FlowJo 10.4.0 (LLC). For sorting, samples were processed under sterile conditions and sorted on a BD FACSAria.

### Complete blood count

Mice were bled ~25 μl into an Eppendorf tube containing 2 μl of 0.5 M EDTA (Life Technologies) using heparinised micro-haematocrit capillary tubes (Fisherbrand) under isoflurane anaesthesia. Blood was diluted 1:20 in PBS and analysed on an Advia counter (Siemens).

### Single cell lymphoid differentiation

The B-cell differentiation of single cells was done as previously described^47^. Briefly, the day before sorting, 96-well plates were pre-coated with 1.5 × 10^3^/well OP9 stromal feeder cells (ATCC CRL-2749) in OP9 base media (alpha MEM + 10% FCS). On the next day, single HSCs or LMPPs were directly sorted into the wells containing lymphoid differentiation media (OP9 base media + 25 ng/ml SCF, 50 ng/ml Flt3l, 100 ng/ml IL-7) on a FACSAria. The co-culture was maintained for 3 weeks at 37 °C in 5% CO_2_ with half-media change every 3–4 days. At the end of the co-culture, the wells were carefully washed and suspended in FACS buffer and stained for CD45, B220 and CD19 before analysis on a CantoII high throughput analyser.

### Bone marrow transplantation

All recipient mice were lethally irradiated (600 + 600 cGy, at least 3 h apart) in a Shepherd Mark 1 irradiator. RBC-lysed BM nucleated cells (1 × 10^6^, unless otherwise indicated) were then injected retro-orbitally under isoflurane anaesthesia. For competitive reconstitution assays, 5 × 10^5^ competitor (BL/6-CD45.1) and 5 × 10^5^ control or *Maea*^*Csf1r-Cre*^ BM nucleated cells were mixed before injection.

### Colony-forming assays

For CFU-C assays, 100–500 sorted LSKs were plated in MethoCult^TM^ M3434 (Stem Cell Technologies) and colonies were scored on day 11 of culture.

### Homing assay

BM nucleated cells (10^7^ cells) from control and *Maea*^*Csf1r-Cre*^ mice (CD45.2) were transplanted into lethally irradiated BL/6-CD45.1 recipient mice. Recipients were sacrificed at 3 h post transplantation and femurs were processed for FACS analysis.

### RNA-seq analysis

Total RNA from 2000 sorted HSCs and LMPPs from BM of *Maea*^*Csf1r-Cre*^ young adults at 7–12 weeks of age was extracted using the RNAeasy Plus Micro kit (Qiagen), and assessed for integrity and purity using an Aligent 2100 Bioanalyzer (Agilent Technologies). Complementary DNA libraries were then generated using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech Laboratories) and the Nextera XT DNA Sample preparation Kit (Illumina). The libraries were then submitted for Illumina NextSeq 500 sequencing (150 bp single ended) according to the standard procedures. RNA-Seq data were then processed the following pipeline. Briefly, single-ended sequencing reads were aligned to the mouse genome (mm10) using Spliced Transcripts Alignment to a Reference (STAR 2.5.3a) method. Aligned reads were then quantified to annotation model (Ensembl Transcripts release 83) and normalised using Partek Flow. Raw and processed data generated from this RNA-seq analysis have been deposited in the Gene Expression Omnibus under accession number GSE133431. GSEA^48,49^ was then performed to identify differentially regulated pathways or to evaluate the overall enrichment of previously published gene sets.

### In vivo treatment

Poly I:C (Invivogen) was administered intraperitoneally (i.p.) every other day at 5 mg/kg for three doses for *Mx1*-Cre induction. NAC (Sigma #A7250) was administered at 50 mg/kg in PBS i.p. daily and supplemented at 1 mg/ml via drinking water which was refreshed twice a week. CFZ (CFZ/PR-171, Selleckchem), rapamycin (sirolimus, Selleckchem) and verapamil (Sigma #V4629) were dissolved in ethanol first and then diluted in 1% PEG400/1%Tween80/PBS for injections. CFZ was injected intravenously at 2 mg/kg on days 1 and 2 of each week. Rapamycin was administered at 4 mg/kg i.p. daily and supplemented at 15 ng/ml in drinking water when specified^50^. RTKi PKC412 (Midostaurin) was purchased from Selleck Chemicals (Cat# S8064) and injected i.p. daily at 3 mg/kg. LiCl^40^ (1 mEq/kg, Fisher #L121) and Verapamil^41^ (25 mg/kg, Sigma #V4629) were also injected i.p. daily. All drugs used for rescue purpose were administered starting the day after the pIpC induction and throughout the course until the day of analysis.

### Ubiquitin array

Lineage+ cells were depleted from isolated BMNCs using LD columns (Miltenyi Biotec #130-042-901) according to manufacturer’s instructions. The resulted lineage-BMNCs were immediately lysed at 1 × 10^7^ cells/ml Lysis Buffer from the Proteome Profiler Human Ubiquitin Array kit (R&D Systems, Cat#ARY027) and processed following manufacturer’s manual. Cells lysate from 2 to 4 mice were pooled to achieve ~0.2 mg protein/array. Protein of interests were pulled down from the cell lysate by the antibodies dotted on the provided membrane and then an HRP-conjugated Ubiquitin antibody was applied to detect the ubiquitin levels of the bound proteins. After chemiluminescent detection of ubiquitinated proteins, profiles of mean spot pixel density, corresponding to the level of ubiquitination of the captured protein, were generated using a transmission-mode scanner and the ‘Gel Analyzer’ function of ImageJ (version 1.52 NIH). Averaged replicate spot intensity from each array was analysed as a biological replicate.

### Half-life measurements of receptors and signalling molecules

To measure the half-life of surface receptors, BM cells were incubated in StemSpan SFEM (Stem Cell Technology #09650) with 50 μM cycloheximide (Millipore Sigma #508739) at 37 °C. Fractions of cells taken at indicated times of incubation were cooled and washed with FACS buffer containing protease and phosphatase inhibitors (Thermo Fisher #78442) immediately on ice. Expression of cell surface receptors was evaluated together with HSC markers by flow cytometry. Time zero corresponds to 30 min after start of the incubation to allow newly synthesised receptor proteins to reach the cell surface. To examine whether autophagy inducers could normalise receptor half-life, the same assay was done in the presence of 10 mM LiCl^40^.

### Ubiquitination assay and immunoblotting

For analysis of ubiquitination of FLT3 by MAEA, 10^7^ cells 293T (ATCC) cells were seeded in 10 cm dish in DMEM (Corning) supplemented with 10% FBS, L-glutamine and antibiotics (Invitrogen) 24 h before transfection with 2 μg of the following constructs using Lipofectamine 2000 according to the manufacturer’s instructions (Invitrogen): pLenti-puro HA-Ubiquitin was a gift from Melina Fan (Addgene plasmid #74218; http://n2t.net/addgene:74218; RRID:Addgene_74218). pLenti CMV rtTA3 Blast (w756-1) was a gift from Eric Campeau (Addgene plasmid #26429; http://n2t.net/addgene:26429; RRID: Addgene_26429). pLenti-puro-FLAG-MAEA and pLenti-puro- MAEA-FLAG were constructed by amplifying the MAEA CDS (GenBank Accession#: BC001225) with FLAG tag at either N-terminal or C-terminal and cloned into BamHI and EcoRI sites of pLenti-puro. pLenti-puro was a gift from Ie-Ming Shih (Addgene plasmid #39481; http://n2t.net/addgene:39481; RRID:Addgene_39481). Cells were then harvested in ice-cold PBS buffer (Corning), pelleted, and lysed in RIPA buffer (Thermo Scientific) containing complete protease inhibitor (Thermo Scientific) and phosphatase inhibitors (Thermo Scientific). Protein concentration was determined by the BCA Kit (Pierce). Whole cell lysates in RIPA buffer aforementioned (1000 µg) were incubated with anti-HA agarose overnight, then washed three times with RIPA buffer with protease and phosphatase inhibitors, and subjected electrophoresis and immunoblot analysis. Equal amounts of whole cell lysate (20 μg) were also subjected electrophoresis and immunoblot analysis. Antibodies used for immunoblotting analysis are as follows: Anti-FLT3 (PA5-34448, Thermo Fisher Scientific), anti-HA-Tag (C29F4, Cell Signalling Technology), anti-MAEA (I-20, Santa Cruz technology), anti-Flag (F1804, Sigma). For immunoprecipitations of tagged proteins, we used: Anti-HA − Agarose (A2095, Sigma). MG132 (M7449, Sigma).

### Autophagy detection by flow cytometry

BM or sorted LSK cells were cytokine-starved in StemSpan or nutrient starved in EBSS (Gibco #14155063) at 37 °C in 5% CO_2_ for 3 h in the presence or absence of lysosome inhibitors 100 μM leupeptin (Sigma #L8511) + 20 mM ammonium chloride (freshly prepared) for autophagy flux measurement. Rescue experiments were done in the presence of 0.2 μM rapamycin or 10 mM LiCl. At the end of the starvation culture, cells were collected by centrifugation and stained for cell surface markers followed by LC3-II staining using a FlowCellect Autophagy LC3 Antibody-based Assay Kit (#FCCH100171, EMD Millipore, MA, USA) following manufacturer’s instructions. A membrane permeabilization step in this kit allows the extraction of non-membrane bound LC3-I and thus detection of LC3-II by flow cytometry^51^.

### Immunofluorescence imaging

BM cells were processed similarly as for flow cytometry for cell surface and intracellular marker staining. Desired population of cells were then sorted into DAPI/PBS, concentrated by centrifugation and transferred onto Poly L-lysine-coated slides (Sigma #P0425). After the cells were settled, the slides were then mounted following standard procedures for image acquisition on a ZEISS Axio examiner D1 microscope with a confocal scanner unit, CSUX1CU (Yokogawa). For colocalization analysis of FLT3, MPL and LC3, freshly isolated or starved BM cells were stained for surface markers and LC3 as described above. LSKs were then sorted onto slides for confocal immunofluorescence analysis. Random fields of cells were imaged, and FLT3^+^ or MPL^+^ and LC3^+^ double-positive foci were manually quantified in Slidebook for each cell in Slidebook 6.0 software.

### Electron microscopy and morphometric analysis of the autophagic compartments

For electron microscopy analysis, freshly sorted HSCs were pelleted and fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate at room temperature for at least a half hour, and stored at 4 °C in fixative until embedding. The cells were then post-fixed 1:1 with 2% Osmium Tetroxide in 0.2 M Cacodylate buffer and spun gain to form a visible pellet. Cells were further fixed with 2% Uranyl acetate (aq), dehydrated through a graded series of ethanol and embedded in LX112 resin (LADD Research Industries, Burlington VT). Ultrathin sections were cut on a Leica UC7, stained with uranyl acetate, followed by lead citrate and viewed on a JEOL 1200EX transmission electron microscope at 80 kv. Autophagic vacuoles were identified using previously established criteria^52,53^ by quantification by experts (S.D. and A.M.C) blind to the genotypes. Autophagic vacuoles (vesicles, 0.5 μm) were classified as APG when they met two or more of the following criteria: double membranes (complete or at least partially visible), absence of ribosomes attached to the cytosolic side of the membrane, luminal density similar to cytosol and identifiable organelles or regions of organelles in their lumen. Vesicles of similar size but with a single membrane (or <40% of the membrane visible as double), luminal density lower than the surrounding cytosol or multiple single membrane-limited vesicles containing light or dense amorphous material were classified as autophagolysosomes (AUT).

### Statistics and reproducibility

In each experiment, each mouse was analysed as a biological replicate. All data shown are derived from at least two independent experiments with similar results. Data visualisation (shown as mean ± sem) and statistical analysis were performed using Graphpad Prism 7. Unpaired two-sided Student’s *t* test was used to assess statistical significance when comparing two samples unless otherwise indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

There are no restrictions on data availability in this manuscript. All the information is included in the manuscript. Raw and processed reads data from the RNA-seq have been deposited in the Gene Expression Omnibus under accession number GSE133431. Other raw data or images can be made available upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: MAEA is an E3 ubiquitin ligase promoting autophagy and maintenance of haematopoietic stem cells
**Source:** Nat Commun. 2021 May 4;12:2522. doi: 10.1038/s41467-021-22749-1
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Fig. 1

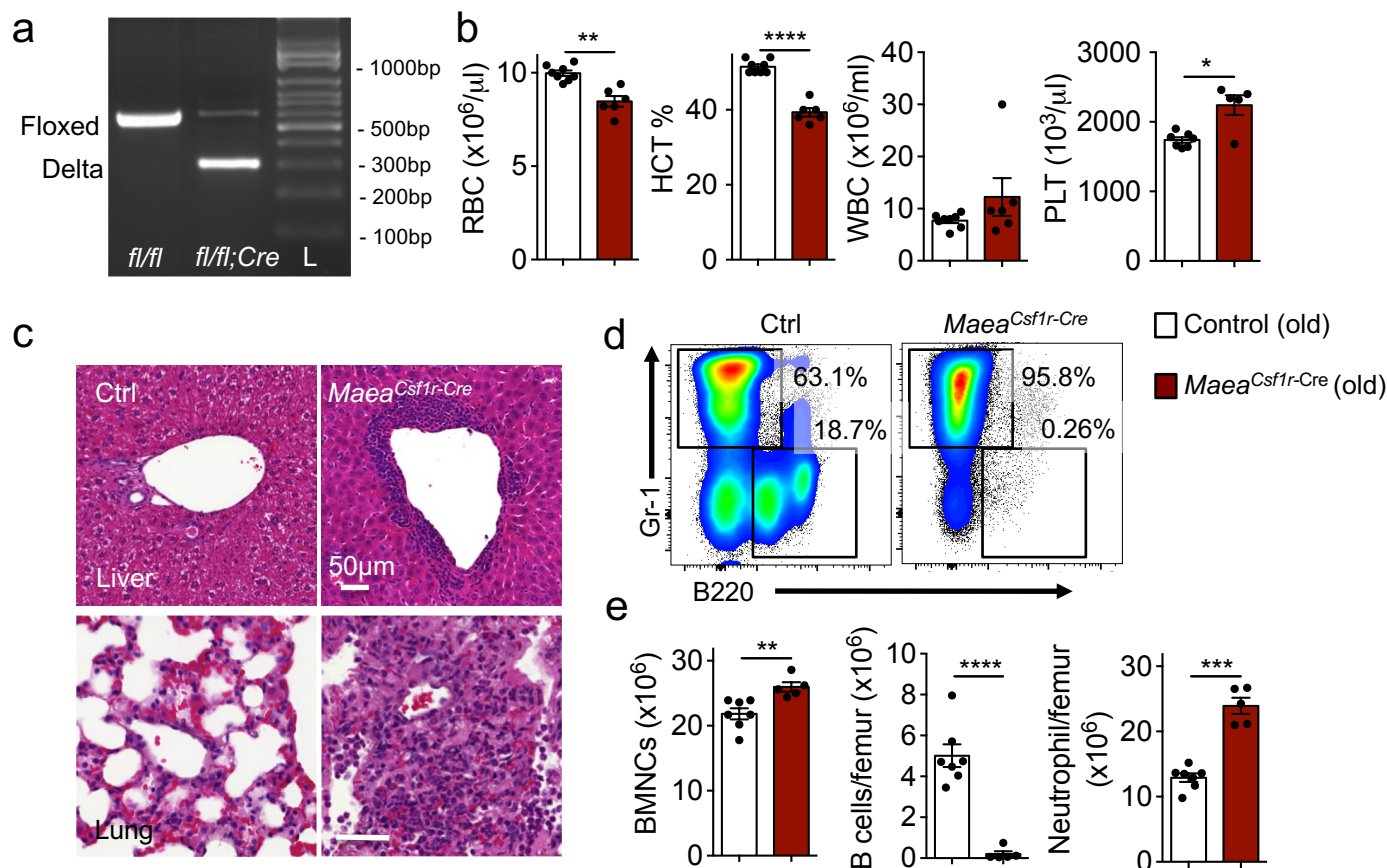

## Supplementary Fig. 1. *Maea<sup>Csf1r-Cre</sup>* mice develop myeloproliferation and lymphopenia.

**a**, PCR on genomic DNA isolated from BM HSCs of *Maea<sup>flxed</sup>* (fl/fl) control and *Maea<sup>Csf1r-Cre</sup>* (fl/fl;Cre+) mice using primers listed in Supplementary Table 1. L=100bp DNA ladder. This experiment has been performed routinely on all mice used in this and previously published (ref.15) study. **b**, Peripheral blood indices of 7 months old control (n=8) and *Maea<sup>Csf1r-Cre</sup>* (n=6) mice. RBC, red blood cells; HCT, haematocrit; WBC, white blood cells; PLT, platelets. RBC  $p=0.0018$ , HCT  $p<0.0001$ , PLT  $p=0.022$ . **c**, Representative H&E stained paraffin sections from the livers and lungs of 7 months old control (n=8) and *Maea<sup>Csf1r-Cre</sup>* (n=6) mice shown in Fig. 1c. Scale bar=50 $\mu\text{m}$ . **d** and **e**, Representative FACS plots (d) and quantification (e) of BM cellularity, Gr-1<sup>+</sup> neutrophils and B220<sup>+</sup> B cells in total BM nucleated cells in 7 months old control (n=7) and *Maea<sup>Csf1r-Cre</sup>* (n=6) mice. BMNC  $p=0.0042$ , B cell  $p<0.0001$ , Neu  $p=0.0002$ . Data are shown as mean  $\pm$  s.e.m. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$  by unpaired two-sided Student's *t* test.

Supplementary Fig. 2

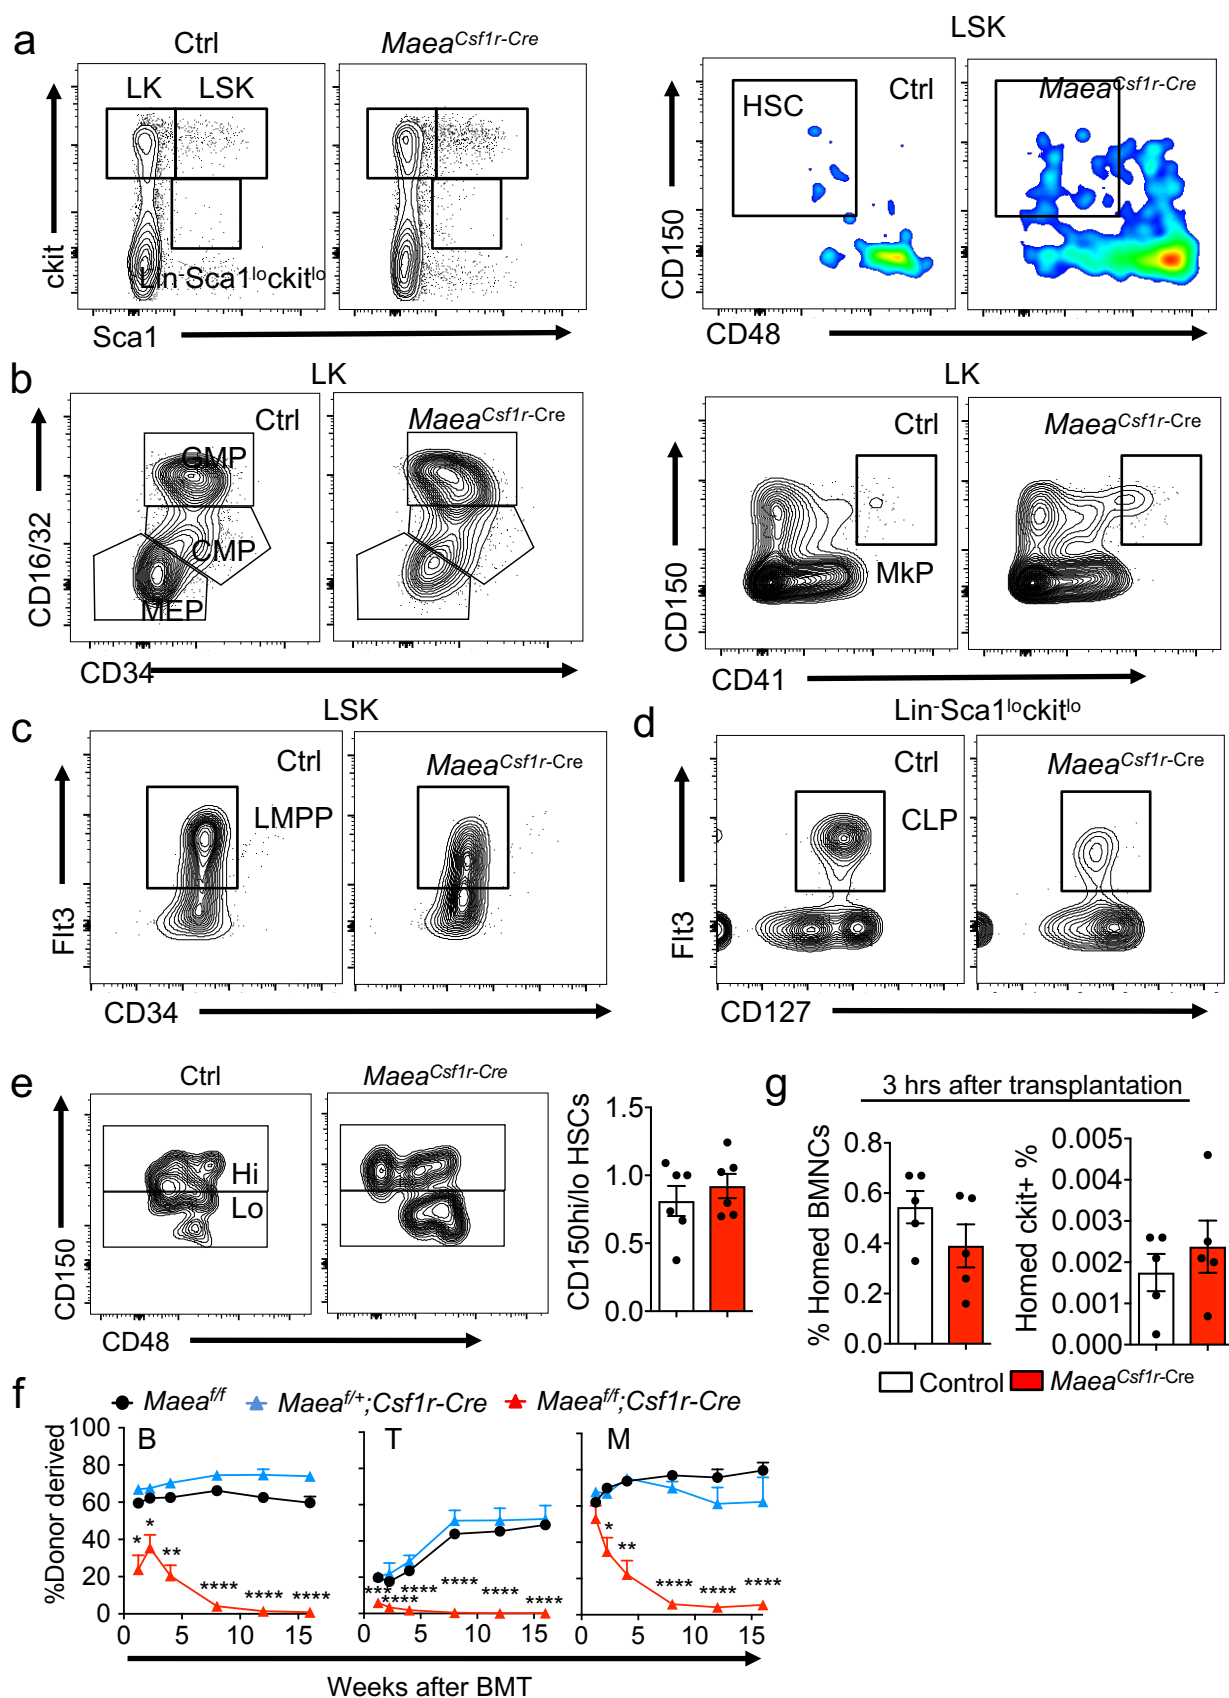

**Supplementary Fig. 2. Altered hematopoiesis in *Maea<sup>Csf1r-Cre</sup>* mice.** **a**, Representative FACS plots and quantifications showing increased LSK, LK and HSCs in the *Maea<sup>Csf1r-Cre</sup>* mice. Events are pre-gated on the lineage- populations. **b**, Representative gating strategy for GMP, CMP, MEP and MkP from the LK population in **a**. **c**, Representative FACS plots showing decreased frequencies of LMPPs in the LSK population from the *Maea<sup>Csf1r-Cre</sup>* mice. **d**, Representative FACS plots showing decreased frequencies of CLPs in the Lin<sup>-</sup>Sca1<sup>lo</sup>ckit<sup>lo</sup> population from the *Maea<sup>Csf1r-Cre</sup>* mice. LMPP: lymphoid-primed multipotent progenitors; CMP: common myeloid progenitors; CLP: common lymphoid progenitors; GMP: granulocyte-macrophage progenitors; MEP: megakaryocyte-erythrocyte progenitors. **e**, Quantification of CD150 high vs low myeloid-biased vs lymphoid competent HSCs in *Maea<sup>Csf1r-Cre</sup>* mice (n=6). **f**, Peripheral blood donor chimaerism at indicated time points after competitive BM transplantation of equal number ( $1 \times 10^6$ ) of CD45.1 wild type competitor BM cells and CD45.2 donor BM cells from indicated genotypes into lethally irradiated CD45.1 wild type recipients (fl/fl: n=4, fl/+; Cre: n=5; fl/fl; Cre: n=6). Statistic significance determined by multiple unpaired *t* test with Holm-Sidak's corrections for multiple comparisons. B 1.25 week  $p=0.015$ , 2.25 week  $p=0.0377$ , 4 week  $p=0.00148$ , 8, 12 16 weeks  $p<0.0001$ . T 1.25 week  $p=0.0003$ , 2.25~16 weeks  $p<0.0001$ . M 1.25 week  $p=0.422$ , 2.25 week  $p=0.0175$ , 4 week  $p=0.0027$ , 8, 12 16 weeks  $p<0.0001$ . **g**, Homed control and *Maea<sup>Csf1r-Cre</sup>* total BM cells and ckit<sup>+</sup> cells in recipient BM 3 hours after transplantation (n=5 each group). All data are shown as mean  $\pm$  s.e.m. \*\* $p<0.01$ , \*\*\* $p<0.001$ , \*\*\*\* $p<0.0001$  by unpaired two-sided Student's *t* test unless otherwise indicated.

Supplementary Fig.3

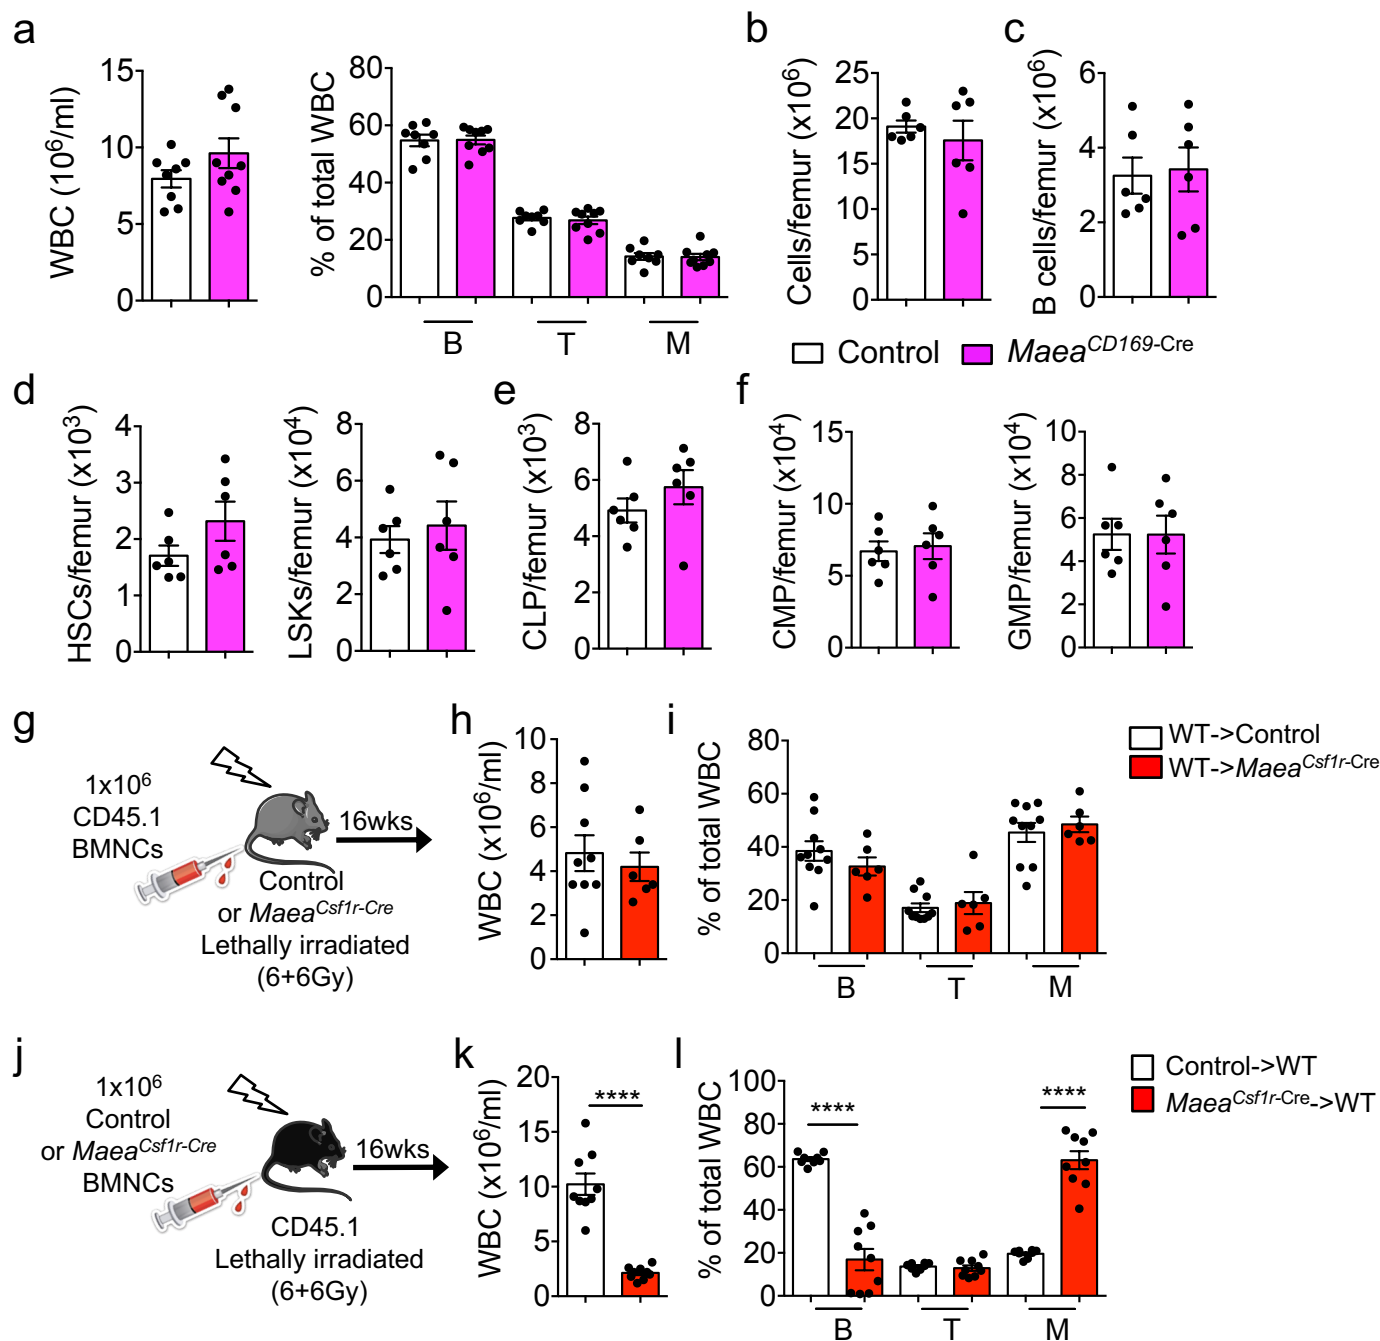

**Supplementary Fig.3 Lymphopenia in *Maea<sup>Csf1r-Cre</sup>* mice is caused by hematopoietic cell-intrinsic defects but not by macrophages.** **a**, Analysis of white blood cells (WBCs) in *Maea<sup>CD169-Cre</sup>* mice (n=8).  $p=0.1493$  **b**, Quantification of *Maea<sup>CD169-Cre</sup>* BM cellularity (n=6).  $p=0.5258$ . **c**, Total B cell numbers in the BM of *Maea<sup>CD169-Cre</sup>* mice (n=6).  $p=0.4379$ . **d-f**, Quantification of HSPC numbers (d) HSC  $p=0.1549$ , LSK  $p=0.1037$ , lymphoid progenitors (e)  $p=0.2758$  and myeloid progenitors (f) CMP  $p=0.5874$ , GMP  $p=0.6759$  in *Maea<sup>CD169-Cre</sup>* mice (n=6). **g**, Experimental design to examine the contribution of the microenvironment to the lymphoid defects in the *Maea<sup>Csf1r-Cre</sup>* mice. **h**, Quantification of leukocytes in peripheral blood of control (n=8) and *Maea<sup>Csf1r-Cre</sup>* (n=6) mice reconstituted with wild-type BM cells.  $p=0.6267$ . **i**, Frequencies of B, T, and myeloid cells in peripheral blood of control (n=8) and *Maea<sup>Csf1r-Cre</sup>* (n=6) mice reconstituted with wild-type BM cells. B  $p=0.3468$ , T  $p=0.5762$ , M  $p=0.6363$ . **j**, Experimental design to examine the contribution of the hematopoietic cells to the lymphoid defects in the *Maea<sup>Csf1r-Cre</sup>* mice. **k**, Quantification of leukocytes in peripheral blood of wild-type mice reconstituted with control and *Maea<sup>Csf1r-Cre</sup>* BM cells (n=9 each over 2 independent experiments).  $p<0.0001$ . **l**, Frequencies of B, T, and myeloid cells in peripheral blood of wild-type mice reconstituted with control and *Maea<sup>Csf1r-Cre</sup>* BM cells (n=9 each over 2 independent experiments). B and M  $p<0.0001$ , T  $p=0.8259$ . Data are shown as mean  $\pm$  s.e.m. \*\*\*\* $p<0.0001$  by unpaired two-sided Student's *t* test.

# Supplementary Fig.4

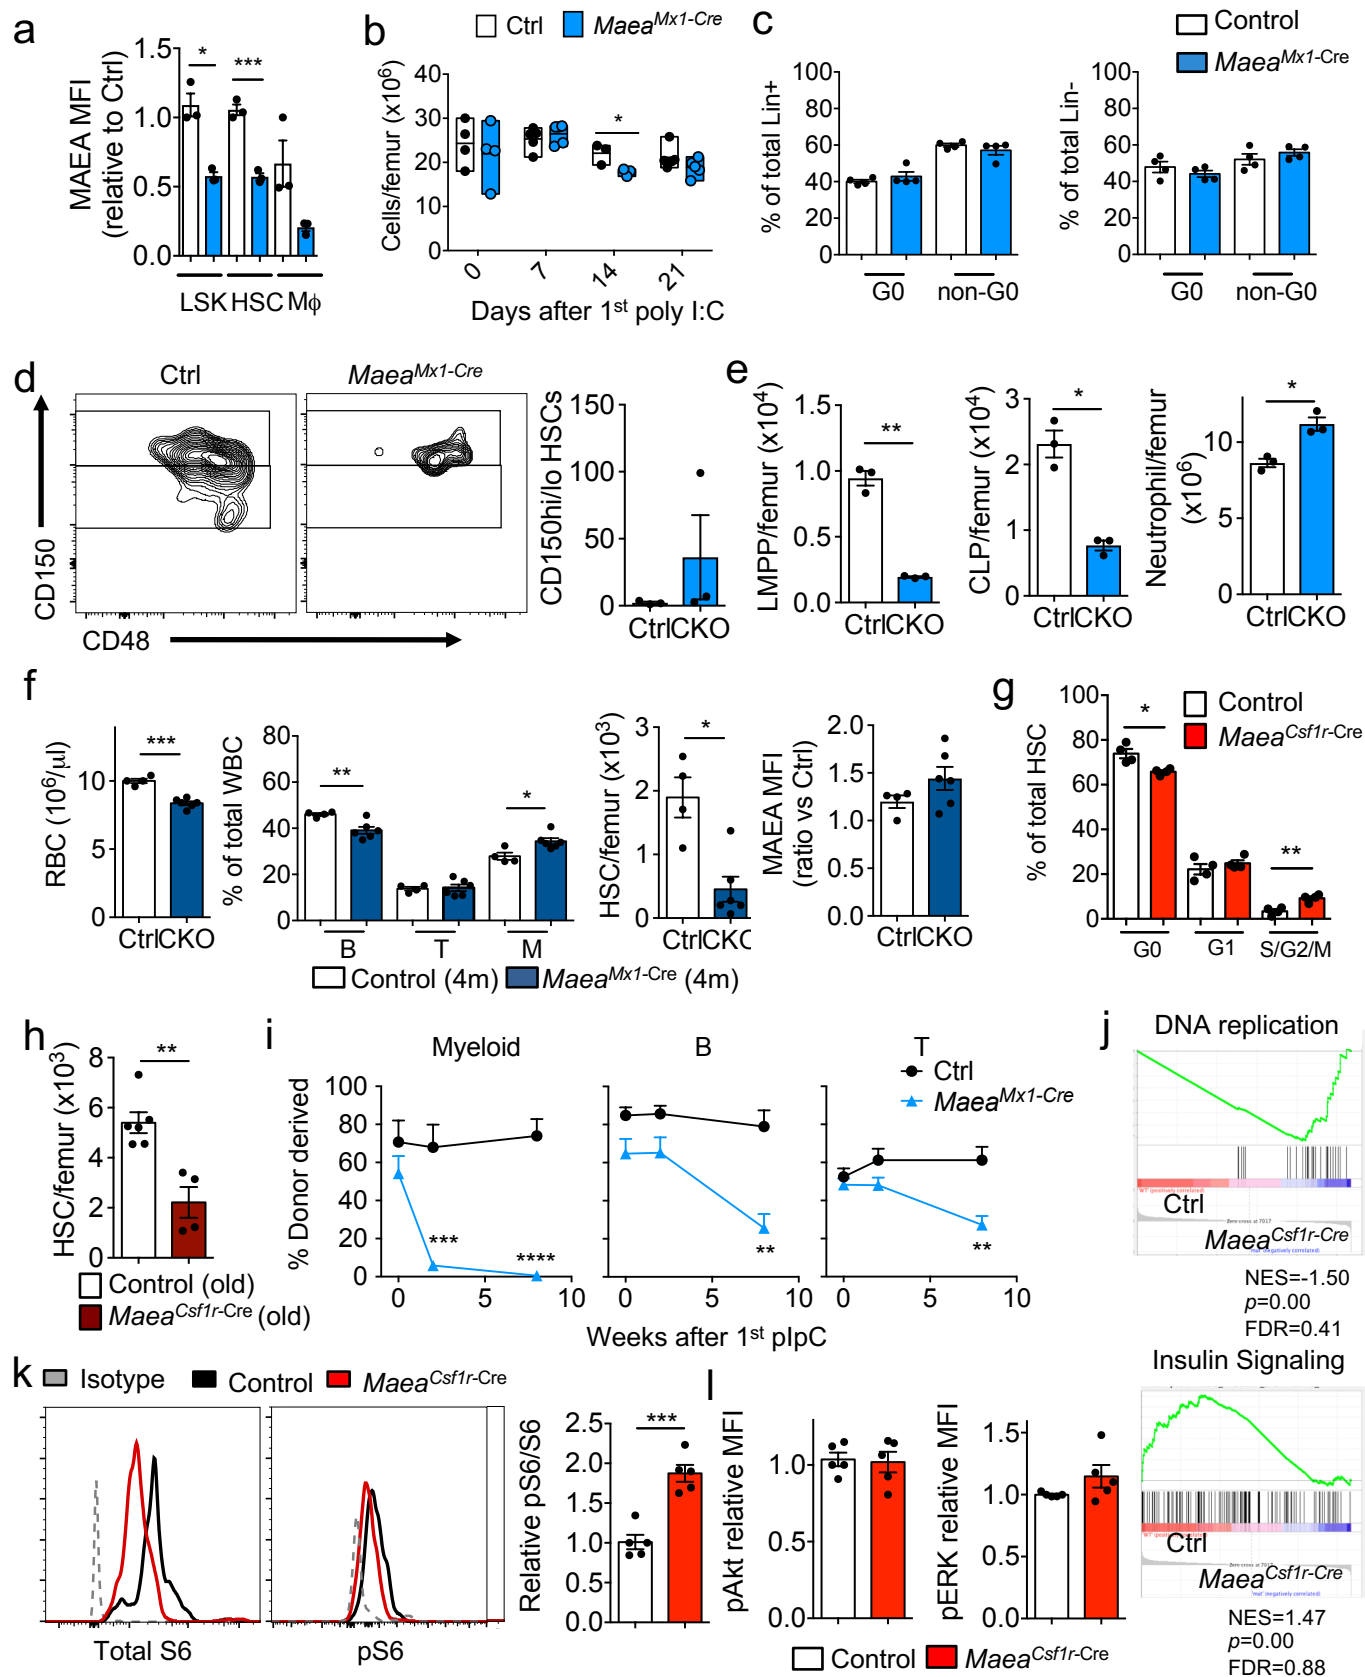

**Supplementary Fig.4 *Maea*-deletion impairs HSC quiescence and function.** **a**, *Maea* expression in control and *Maea*<sup>*Mx1-Cre*</sup> BM cells at 3wks after 1st poly I:C injection (n=3 animals). LSK  $p=0.0168$ , HSC  $p=0.0009$ , M  $p=0.1098$ . **b**, BM cellularity of control and *Maea*<sup>*Mx1-Cre*</sup> mice at indicated time points after 1<sup>st</sup> poly I:C injection (n=4 each group). Data are represented as floating boxes with boundaries indicate minima to maxima of each dataset and middle line indicates the mean.  $p=0.0235$ . **c**, Cell cycle profiles of control and *Maea*<sup>*Mx1-Cre*</sup> total lineage+ and lineage- cells at 21days after 1st poly I:C injection (n=4 each group). **d**, Representative FACS plots and quantification of CD150 high vs low myeloid-biased vs lymphoid competent HSCs in BM of *Maea*<sup>*Mx1-Cre*</sup> mice 14days after 1st poly I:C injection (n=3 each group). **e**, Quantification of lymphoid progenitor cells and neutrophils in BM of *Maea*<sup>*Mx1-Cre*</sup> mice 14days after 1st poly I:C injection (n=3).  $p$  value from left to right are 0.0035, 0.0135, 0.022. **f**, Analysis of red blood cell (RBC) counts, white blood cell (WBC), HSC numbers and MAEA expression in control and *Maea*<sup>*Mx1-Cre*</sup> mice 4 months after plpC injections (n=4 and 6).  $p$  value from left to right are 0.0001, 0.0046, 0.0174, 0.0104, 0.899. **g**, Cell cycle analysis of BM HSCs from control and *Maea*<sup>*Csf1r-Cre*</sup> mice by Ki-67 and H33342 dye staining (n=4).  $p$  value from left to right are 0.035, 0.0098. **h**, Quantification of HSC numbers in 7 months old control and *Maea*<sup>*Csf1r-Cre*</sup> BM (n=6 and 4 respectively).  $p=0.0016$ . **i**, Donor chimaerism in peripheral blood myeloid, B and T lineage leukocytes from control and *Maea*<sup>*Mx1-Cre*</sup> mixed chimeric mice at indicated time points after 1<sup>st</sup> poly I:C injection (n=10 over 2 independent experiments).  $p$  value from left to right are 0.0004, 0.00009, 0.0058, 0.0036. **j**, GSEA enrichment plot showing significant up-regulation of DNA replication pathway and down-regulation of insulin signaling pathway in *Maea*<sup>*Csf1r-Cre*</sup> HSCs. **k**, Representative histograms showing total S6 and pS6 levels and pS6/S6 ratio in control and *Maea*<sup>*Csf1r-Cre*</sup> HSCs (n=5). **l**, pAKT (S473) and pERK1/2 (p44/42 MAPK, T202/Y204) levels in control and *Maea*<sup>*Csf1r-Cre*</sup> HSCs (n=5).  $p$  value from left to right are 0.7894, 0.5369. All data are shown as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  by unpaired two-sided Student's  $t$  test unless otherwise indicated.

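Among the DNA replication genes, *Pola2* on chromosome 19 rose from 67.2 ± 5.62 CPM in control to 83.7 ± 7.94 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each), and *Lig1* on chromosome 7 from 110.5 ± 10.4 to 134 ± 10.3 CPM (SD, n = 3 each). *Pola2* had a log2 fold change of 0.31 (standard error 0.13, adjusted p = 0.967 from limma, and 0.269 with the replicate block). Both were higher in every *Maea* Csf1r-Cre library than in every control library. Among the insulin signalling genes, *Pygm* on chromosome 19 went from 14.2 ± 3.44 to 3.32 ± 2.53 CPM, *Hk3* on chromosome 13 from 23.7 ± 7.67 to 9.16 ± 3.08 CPM and *Fbp1* on chromosome 13 from 34.9 ± 24.3 to 3.99 ± 2.03 CPM (SD, n = 3 each). *Pygm* had a log2 fold change of -1.99 (standard error 0.46, adjusted p = 0.967 from limma, and 0.101 with the block).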

# Supplementary Fig.5

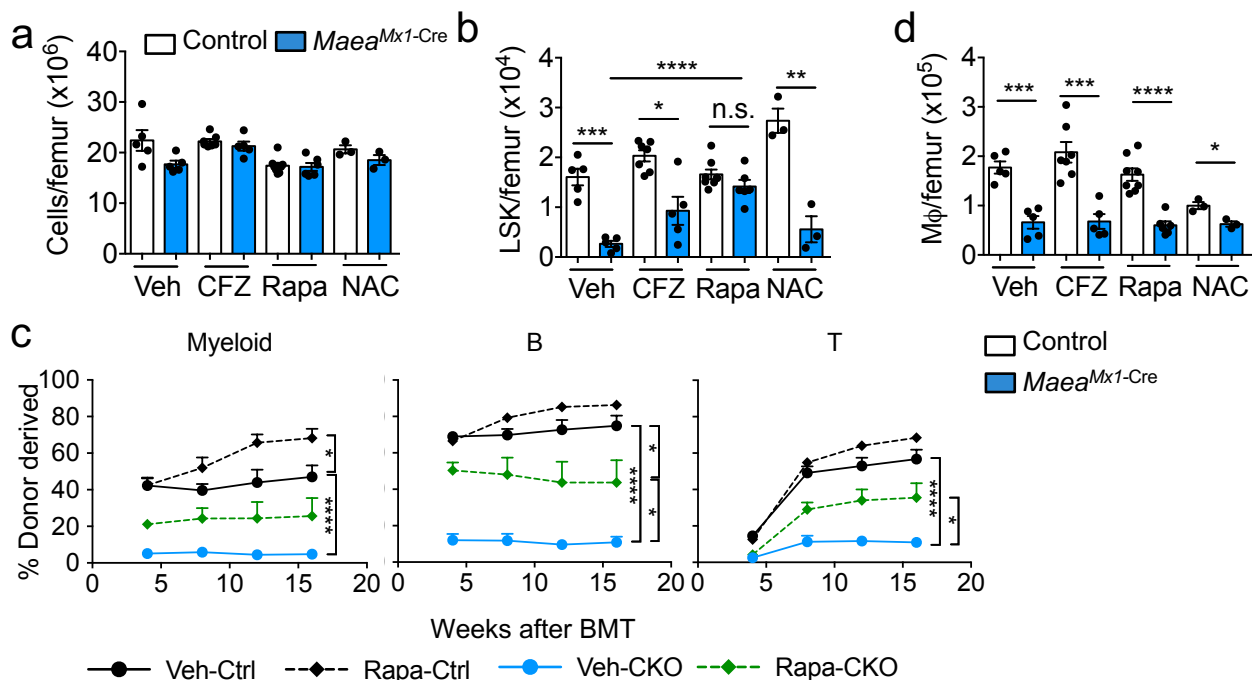

**Supplementary Fig. 5. Deletion of *Mae* results in aberrant HSC activation and depletion in a mTOR-dependent manner.** **a** and **b**, Quantification of BM cellularity (**a**) and BM LSK numbers (**b**) in control and *Mae*<sup>Mx1-Cre</sup> mice treated with vehicle, carfilzomib, rapamycin or NAC 3wks after poly I:C induction. **c**, Donor chimaerism in peripheral blood of CD45.1 lethally irradiated wild type recipients at indicated time points after competitive BM transplantation of equal number of CD45.1 wild type competitor BM cells and CD45.2 donor BM cells from indicated groups (n=5 each group). Statistic significance determined by multiple unpaired *t* test with Holm-Sidak's corrections for multiple comparisons. **d**, Quantification of BM macrophage numbers in control and *Mae*<sup>Mx1-Cre</sup> mice treated with vehicle, carfilzomib, rapamycin or NAC 3wks after poly I:C induction. Data are shown as mean  $\pm$  s.e.m. *p* value from left to right are 0.0003, 0.0003, <0.0001, 0.0167. n.s., not significant. (a-b, and d: Veh: n=5, CFZ: n=6, Rapa: n=7, NAC: n=3 over 2 independent experiments). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001 by unpaired two-sided Student's *t* test unless otherwise indicated.

# Supplementary Fig.6

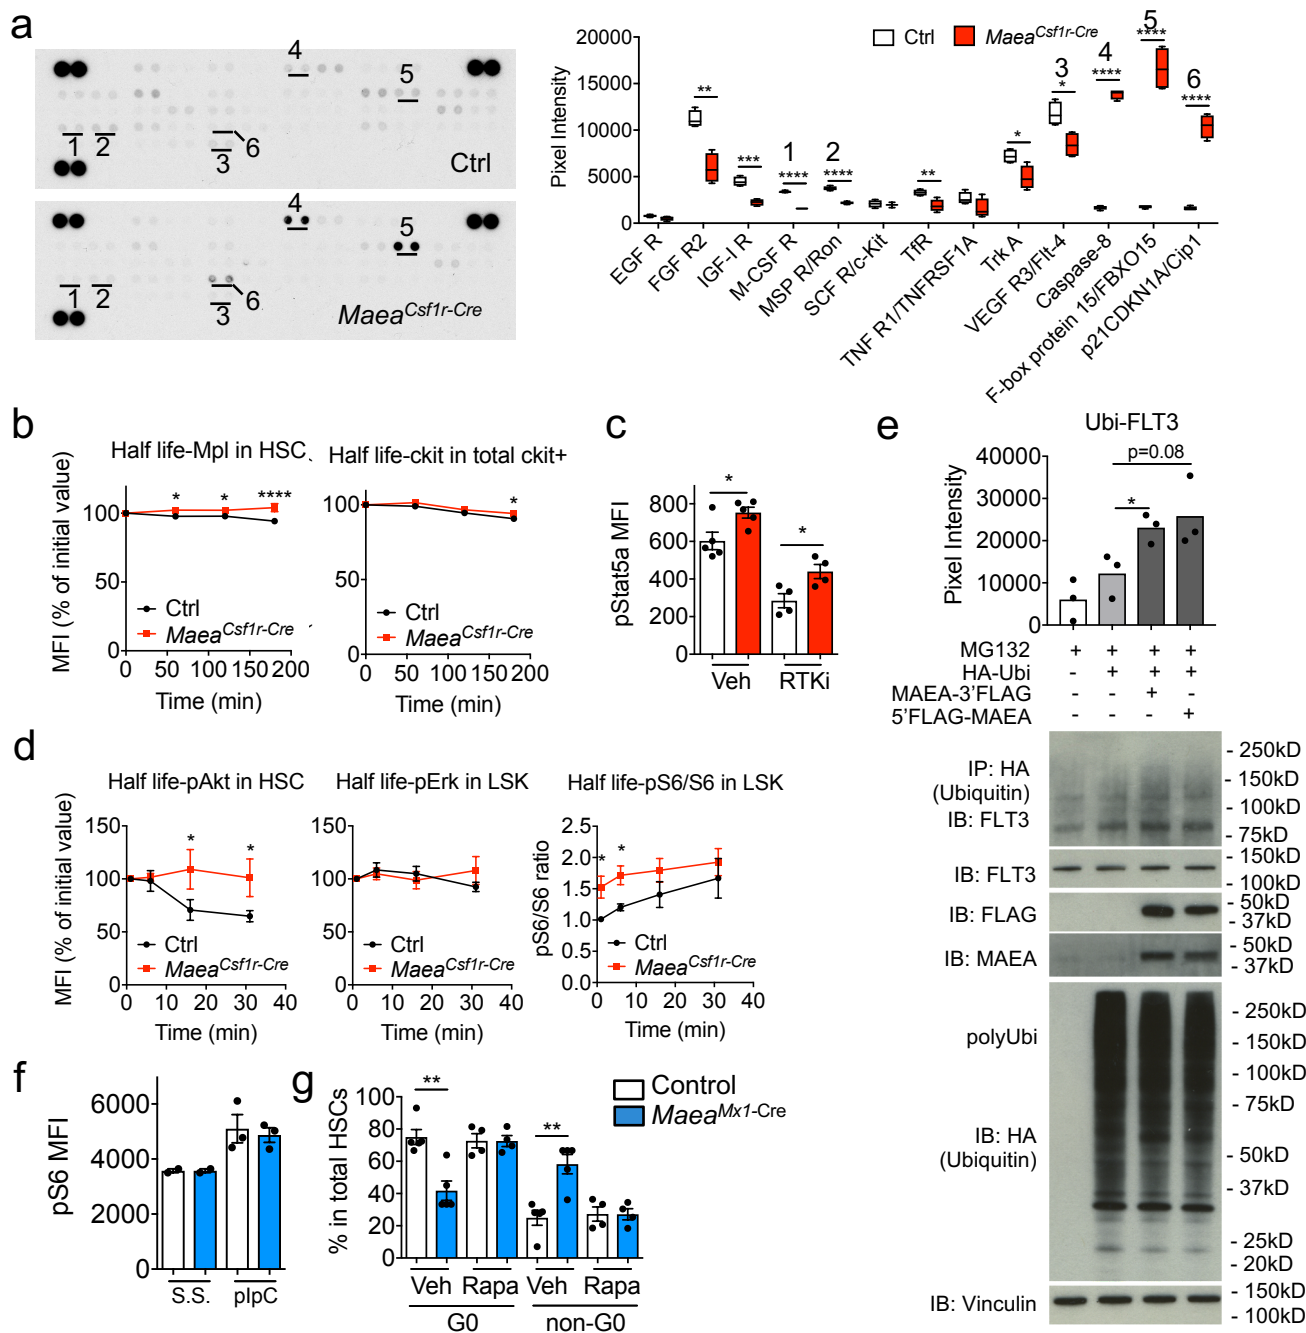

**Supplementary Fig. 6. MAEA regulates receptor stability and signaling.** **a**, Representative ubiquitin array images and quantified mean spot pixel intensity of selected targets from freshly isolated control (Ctrl) and *Maea<sup>Csf1r-Cre</sup>* lineage negative bone marrow (BM) cells (n=4 independent experiments using pooled animals of the same genotype). Data are represented as boxes-and-whiskers with the whiskers indicate minima to maxima of each dataset, the boxes extend from the 25<sup>th</sup> to 75<sup>th</sup> percentiles, and the middle line indicates the mean. **b**, FACS evaluation of surface receptor Mpl and ckit half-lives in control and *Maea<sup>Csf1r-Cre</sup>* HSPCs incubated in the presence of 50μM cycloheximide (n=4). *p* value from left to right are 0.0138, 0.0196, <0.0001 and 0.0449. **c**, Phospho-flow evaluation of pSTAT5a in control and *Maea<sup>Csf1r-Cre</sup>* LSKs from mice treated with vehicle (n=5) or RTKi PKC412 (n=4). *p* value from left to right are 0.0301, 0.0265. **d**, Phospho-flow evaluation of signaling molecules pAkt, pErk and pS6/S6 ratio in control and *Maea<sup>Csf1r-Cre</sup>* HSPCs at indicated time points after cytokine (TPO, FLT3 and SCF 20ng/ml each) stimulation (pAkt and pErk: n=4, pS6/S6 n=5). *p* value from left to right are 0.0102, 0.0221, 0.0143, 0.0142. In **a** and **c**, data are shown as mean ± s.e.m. \**p* < 0.05 and \*\*\*\**p* < 0.0001 by two-way ANOVA multiple comparisons. **e**, Ubiquitination of FLT3 by MAEA shown by immunoprecipitation of HA-Ubiquitin in 293T cells transfected with constructs expressing HA-Ubiquitin, MAEA-3'FLAG and 5'FLAG-MAEA and cultured in the presence of 10 μM MG132 for 4 hours prior to harvest 24 hours post transfection. The whole cell lysates and immunoprecipitates were analysed by the indicated immunoblots. Ubiquitinated FLT3 was quantified using the gel analyzer tool in ImageJ. Data are shown as mean ± s.e.m. \**p* < 0.05 by Welch's *t* test. IB, immunoblotting. IP, immunoprecipitation (n=3 independent experiments). \**p* = 0.0485. **f**, pS6 staining in BM HSCs isolated from control (n=5) and *Maea<sup>Mx1-Cre</sup>* (n=5) mice without plpC injection (steady state, S.S.) and 1 day after the last plpC injection. **g**, Cell cycle profile, by Ki67 and H33342 staining, of BM HSCs isolated from control and *Maea<sup>Mx1-Cre</sup>* mice treated with vehicle (n=5) or rapamycin (Rapa) (n=4) for 3 weeks after plpC. *p* = 0.0026. Data are shown as mean ± s.e.m. \**p* < 0.05, \*\**p* < 0.01, \*\*\*\**p* < 0.0001 by Welch's two-sided *t* test unless otherwise indicated.

# Supplementary Fig.7

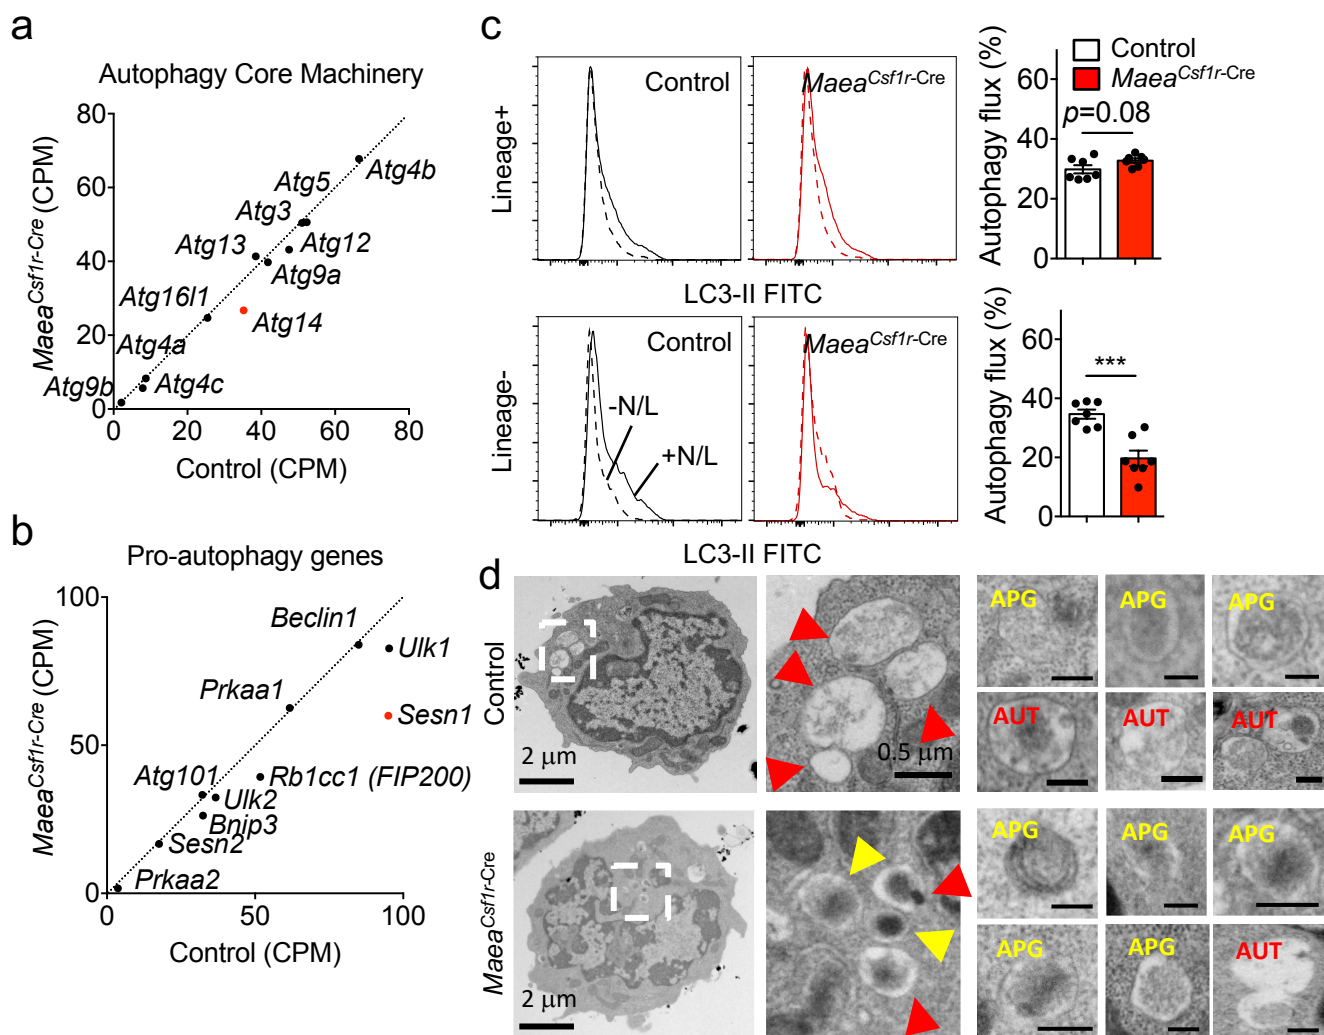

**Supplementary Fig.7. Normal expression of autophagy machinery but impaired autophagy flux in *Maea<sup>Csf1r-Cre</sup>* HSCs.** **a**, Expression of core autophagy machinery in control and *Maea<sup>Csf1r-Cre</sup>* HSCs from RNA-seq analysis. **b**, Expression of pro-autophagy genes in control and *Maea<sup>Csf1r-Cre</sup>* HSCs from RNA-seq analysis. **c**, Representative histograms and FACS quantifications showing autophagy flux by LC3-II in control and *Maea<sup>Csf1r-Cre</sup>* lineage+ (upper) and lineage- (lower) BM cells, measured at the same time as in Fig. 4c (n=7). Data are shown as mean  $\pm$  s.e.m. \*\*\* $p=0.0008$  by unpaired two-sided Student's *t* test. **d**, Additional micrographs of whole cells (left) and examples of autophagosomes (APG, yellow arrows) and autolysosomes (AUT, red arrows) from control and *Maea<sup>Csf1r-Cre</sup>* HSCs as shown in Fig. 4b-c. Bars in inserts = 0.1mm. Analysis were applied to cells blindly from two independent experiments. Unblinding was done during data plotting.

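Mean CPM of the autophagy genes was computed over 3 control and 3 *Maea* Csf1r-Cre HSC libraries. *Becn1* was at 85.0 ± 2.37 CPM in control and 83.9 ± 10.7 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each). *Ulk1* was at 95.3 ± 23.3 and 82.7 ± 14.3 CPM, and *Atg5* at 52.4 ± 0.608 and 50.6 ± 6.85 CPM, in control and *Maea* Csf1r-Cre HSCs (SD, n = 3 each). For these 3 genes the difference was smaller than the larger SD. *Atg14* on chromosome 14 was at 25.1 ± 4.84 CPM in control and 19.7 ± 3.13 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each), lower in every *Maea* Csf1r-Cre library than in every control library. Its log2 fold change was -0.33 (standard error 0.20, adjusted p = 0.967 from limma, and 0.363 with the replicate number as a block). *Atg13* on chromosome 2 was the single gene of the 21 that was higher in every *Maea* Csf1r-Cre library, at 38.5 ± 0.810 CPM in control and 41.4 ± 1.87 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each).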

# Supplementary Fig.8

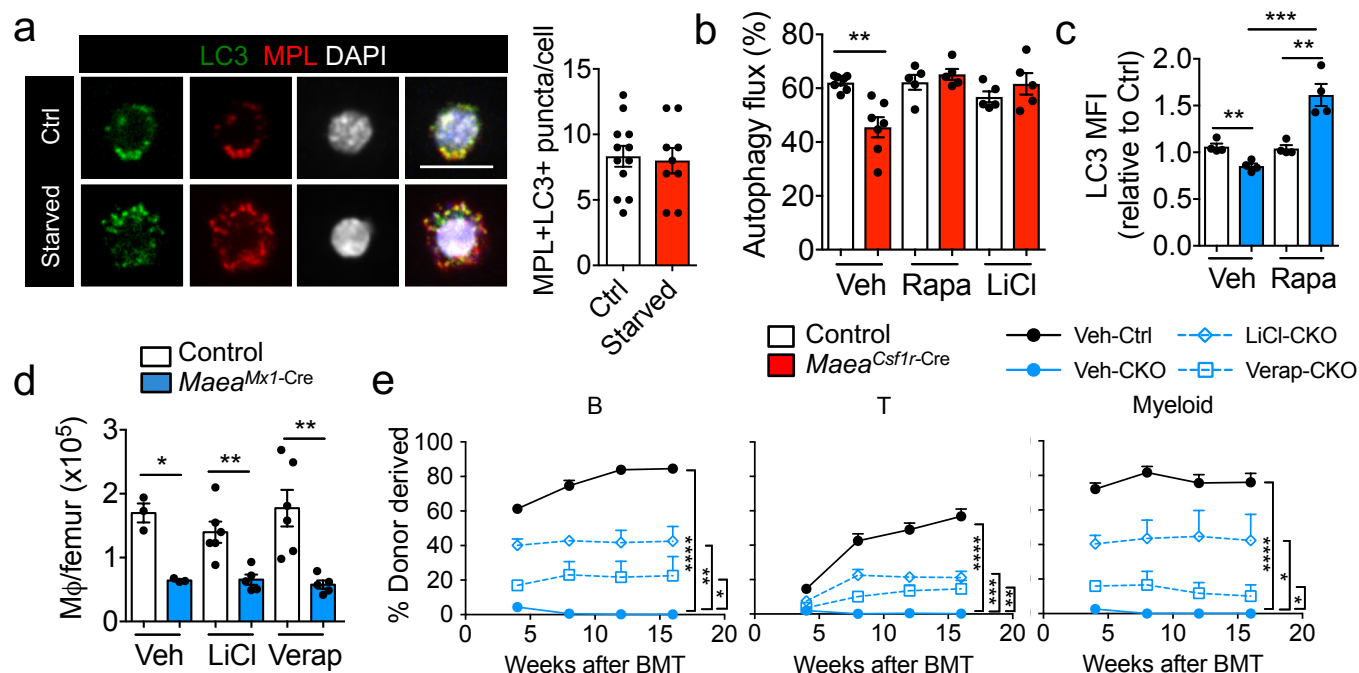

**Supplementary Fig.8. MAEA regulates receptor stability and HSC maintenance via autophagy.** **a**, Representative immunofluorescence images and quantification showing subcellular colocalization of MPL and LC3 in freshly isolated (Ctrl) and starved (cultured ex vivo in StemSpan with no cytokines but in the presence of lysosome inhibitors N/L for 3hrs to induce autophagy) HSPCs (n=12 and 9 cells analyzed respectively). Scale bar=10μm. **b**, Evaluation of autophagy flux in control and *Maea<sup>Csf1r-Cre</sup>* HSCs incubated with 0.2μM rapamycin and 10mM LiCl (n=5 each group). *p* value from left to right are 0.0038, 0.7895, 0.5365. **c**, LC3-II staining in BM HSCs isolated from control and *Maea<sup>Mx1-Cre</sup>* mice treated with vehicle or rapamycin (Rapa) for 3 weeks after plpC (n=4 each group). Statistic significance determined by 2-way ANOVA multiple comparisons. *p* value from left to right are 0.0013, 0.0001, 0.0010. **d**, Quantification of BM macrophages in control and *Maea<sup>Mx1-Cre</sup>* mice treated with vehicle (Veh), LiCl, or verapamil (Verap) 3wks after poly I:C induction (Veh: n=3, LiCl: n=6, Verap: n=6). *p* value from left to right are 0.0183, 0.005, 0.0078. **e**, Donor chimerism in peripheral blood of CD45.1 lethally irradiated wild type recipients at indicated time points after competitive BM transplantation of equal number of CD45.1 wild type competitor BM cells and CD45.2 donor BM cells from indicated groups (n=5 each group). Statistic significance determined by multiple unpaired *t* test with Holm-Sidak's corrections for multiple comparisons. All data are shown as mean ± s.e.m. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001 by unpaired two-sided Student's *t* test unless otherwise indicated.

Supplementary Table 1

| Primer names | Primer sequences     |
|--------------|----------------------|
| Maeal4_F2    | caccagctcaggcagttaca |
| Maea3loxP_R2 | aactgatggcgagctcaga  |
| Maeal4_R4    | cgggaagaagtgggattacc |

# Supplementary material for: MAEA is an E3 ubiquitin ligase promoting autophagy and maintenance of haematopoietic stem cells
**Source:** Nat Commun. 2021 May 4;12:2522. doi: 10.1038/s41467-021-22749-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSDIVA™ Software (V4.1, BD Biosciences) was used for collection of flow cytometry data.  
Confocal images were acquired using Slidebook 6.0 (3i).

Data analysis

Immunofluorescence images were analyzed using Image J ((1.52v NIH) <https://imagej.nih.gov/ij/>) and Slidebook 6.0 (3i).  
Immunoblotting images were quantified using the "Gel Analyzer" function of Image J.  
Flow cytometry analysis was performed using FlowJo 10.4.0 (LLC).  
RNA-seq analysis was performed using Partek Flow Genomic analysis software (<https://www.partek.com/partek-flow/>) and Gene Set Enrichment Analysis (GSEA) (<https://www.gsea-msigdb.org/gsea/index.jsp>).  
All graphical plots were made using GraphPad Prism software 7.04 (GraphPad) <https://www.graphpad.com>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

There are no restrictions on data availability in this manuscript. All the information is included in the manuscript. Raw and processed reads data from the RNA-seq have been deposited in the Gene Expression Omnibus under accession number GSE133431. Other raw data or images can be made available upon reasonable

request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences
- ☐ Behavioural & social sciences
- ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined by data distribution, technical variability and changes in treatment conditions. In all instances we indicate what “n” refers to and state the number of individual experiments. The number of animals used for experiment was calculated through power analysis based on previous results. |
| Data exclusions | No data points were excluded in this study.                                                                                                                                                                                                                                                                              |
| Replication     | Data comes from a minimum of three independent experiments unless otherwise stated. Each data point is an individual mouse or a pool of several mice from the same genotype unless otherwise indicated.                                                                                                                  |
| Randomization   | Animals and samples were randomized during in vivo treatment, processing and data collection.                                                                                                                                                                                                                            |
| Blinding        | Investigators were blinded to the genotype or treatment during sample processing, data collection and image analysis.                                                                                                                                                                                                    |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |

## Antibodies

### Antibodies used

Purified goat anti-MAEA polyclonal antibody (I-20) was purchased from Santa Cruz (discontinued) and used at 1:100 concentration. Conjugated donkey anti-goat IgG secondary antibodies were from ThermoFisher (A21447) and used at 1:800 concentration. An anti-MAEA monoclonal antibody (92.25) was generated by our laboratory and recently described(ref.15).

Fluorochrome-conjugated or biotinylated antibodies against mouse F4/80-PE (BM8; 123110), CD115-PE/C7 (AFS98; 25-1152-82), B220-APC-eFluor780 (RA3-6B2; 47-0452-82), anti-CD3e-PerCP-Cy5.5 (145-2C11; 45-0031-82), Gr-1(Ly6C/G)-FITC (RB6-8C5; 11-5931-85), CD11b-PE (M1/17; 12-0112-83), CD45.1-PE/Cy (A20; 25-0453-82), CD45.2-FITC (104; 109806), F4/80 (clone BM8), CD45 (clone 30-F11), c-kit/CD117-PE/Cy7 (2B8; 105814), Sca1-FITC (clone D7, 11-5981-85), CD150-PE (clone TC15-12F12.2, 115904), CD48-PerCP-eFluor710 (HM48-1; 46-0481-85), CD16/32-APC/Cy7 (clone 93, 101328), CD34-eFluor660 (clone RAM34, 50-0341-82), CD41-FITC (MWReg30, 11-0411-82), Flt3 (A2F10), CD127-PerCP/Cy5.5 (A7R34, 45-1271-82), Ki-67 PE-Cy7 (clone SolA15, 25-5698-80) were from BioLegend or eBiosciences.

Biotin-c-Mpl/TPOR (AMM2, 10403) was from Immuno-Biological Laboratories (IBL).

Biotinylated lineage cocktail (559971) and FITC anti-active Caspase-3 apoptosis kit (550480) were from BD Biosciences.

pS6 (S235/236; D57.2.2E, 4851S), S6 (54D2, 55594), p4EBP1 (T37/46; 236B4), p44/42 MAPK (T202/Y204; E10, 4375S), pAKT (S473; D9E, 5315S), all from Cell Signalling, were used at 1µg/ml.

All other antibodies were used at 1:100 dilutions unless otherwise indicated.

FlowCollect™ Autophagy LC3 Antibody-based Assay Kit was from EMD Millipore (FCCH100171).

### Validation

Anti-MAEA antibodies were validated by flow cytometry using Maeafloxed;Csf1r-Cre conditional knock out mice BM cells. All other commercial antibodies have been validated by the manufacturers and previous studies performed in our studies (ref. 5 and 15).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Animals involved in this study are described in Methods section of the manuscript. Briefly, Maeaf/fl mice were generated in P.S.F. laboratory as previously described. Csf1r-iCre mice were a gift from Dr. Jeffrey W. Pollard (University of Edinburgh), and backcrossed onto C57BL/6 background. C57BL/6 (CD45.2) and Bl6-Ly5.1 (CD45.1) mice were purchased from Charles River Laboratories (Frederick Cancer Research Center, Frederick, MD)/NCI or the Jackson Laboratories (B6.SJL-Ptpca Pepcb/BoyJ). Mx1-Cre (B6.Cg-Tg(Mx1-cre)1Cgn/J) mice were obtained from The Jackson Laboratory and CD169-Cre mice have been previously described. All animals were housed in specific pathogen-free barrier facility under a 12h:12h light/dark cycle, temperature 68-72°F, humidity 40-70% and fed with autoclaved chow. All experimental procedures were approved by the Animal Care and Use Committee of Albert Einstein College of Medicine. All experiments were performed on mice of both genders with littermate controls from the same colony between 6–12 weeks of age unless otherwise indicated.

### Wild animals

No wild animals were used in this study

### Field-collected samples

No field-collected samples were used in this study

### Ethics oversight

We stated in the Methods that all animal procedures were oversight and approved by the Animal Care and Use Committee of Albert Einstein College of Medicine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

BM cells were isolated by flushing long bones with 1 mL of ice-cold PEB (phosphate-buffered saline [PBS]/2 mM EDTA/0.5% bovine serum albumin) buffer through a 1-mL syringe (BD) with a 21G needle (BD) into fluorescence-activated cell sorting (FACS) tubes. For intracellular antigen detection, cells were fixed and permeabilized using BD Cytofix/Cytoperm Fixation and Permeabilization kit (#554714) after surface receptor staining and followed by antibody staining for intracellular markers in the Cytoperm/Cytowash buffer. For cell cycle analysis, DNA content was labelled by Hoechst 33342 (Sigma). For phospho-flow, cells were kept on ice upon isolation and immediately fixed in 1.5% PFA for 10 min. Cells were then washed and stained for cell surface markers. After surface staining, the cells were permeabilized with ice-cold acetone for 10 minutes on ice,

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | washed and stained with the phospho-specific antibodies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Instrument                | Stained sample suspensions were acquired on a LSR II (BD) for analysis and sorted on a BD FACS Aria.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | Data was acquired using BD FACSDIVA™ Software (V4.1, BD Biosciences) and analyzed using FlowJo.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance | Purity of sorted populations was routinely examined by re-analysis and maintained at >98%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | <p>For all flow cytometric analysis and sorting, debris and doublets were excluded by forward and side scatters and DAPI (4', 6-diamino-2-phenylindole) staining was used to exclude dead cells. All gating strategies of hematopoietic stem and progenitors were as previously reported.</p> <p>Hematopoietic stem cells (HSCs): lineage (CD3e, B220, Gr-1, CD11b, Ter119) negative, and Ly6A/E(Sca-1)+ CD117 (c-Kit) +CD150+CD48-.</p> <p>Lymphoid-primed multipotent progenitors (LMPPs) are defined as lineage-Sca-1+CD117+ (LSK) Flt3+.</p> <p>Common myeloid progenitors (CMPs) are defined as CD16/32 low CD34+ lineage-Sca-1-CD117+ (LK);</p> <p>Common lymphoid progenitors (CLPs) are defined as lineage-Sca-1low CD117low Flt3+CD127+;</p> <p>Granulocyte-macrophage progenitors (GMPs) are defined as CD16/32 high CD34+ lineage-Sca-1-CD117+ (LK);</p> <p>Megakaryocyte-erythrocyte progenitors (MEP) are defined as CD16/32- CD34- lineage-Sca-1-CD117+ (LK)</p> <p>Positive and negative gates were determined by fluorescence minus one or secondary only staining of the same sample for each marker.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: MAEA is an E3 ubiquitin ligase promoting autophagy and maintenance of haematopoietic stem cells
**Source:** Nat Commun. 2021 May 4;12:2522. doi: 10.1038/s41467-021-22749-1
**Supplement:** Supplementary file 3 — Source Data

## Slide 1
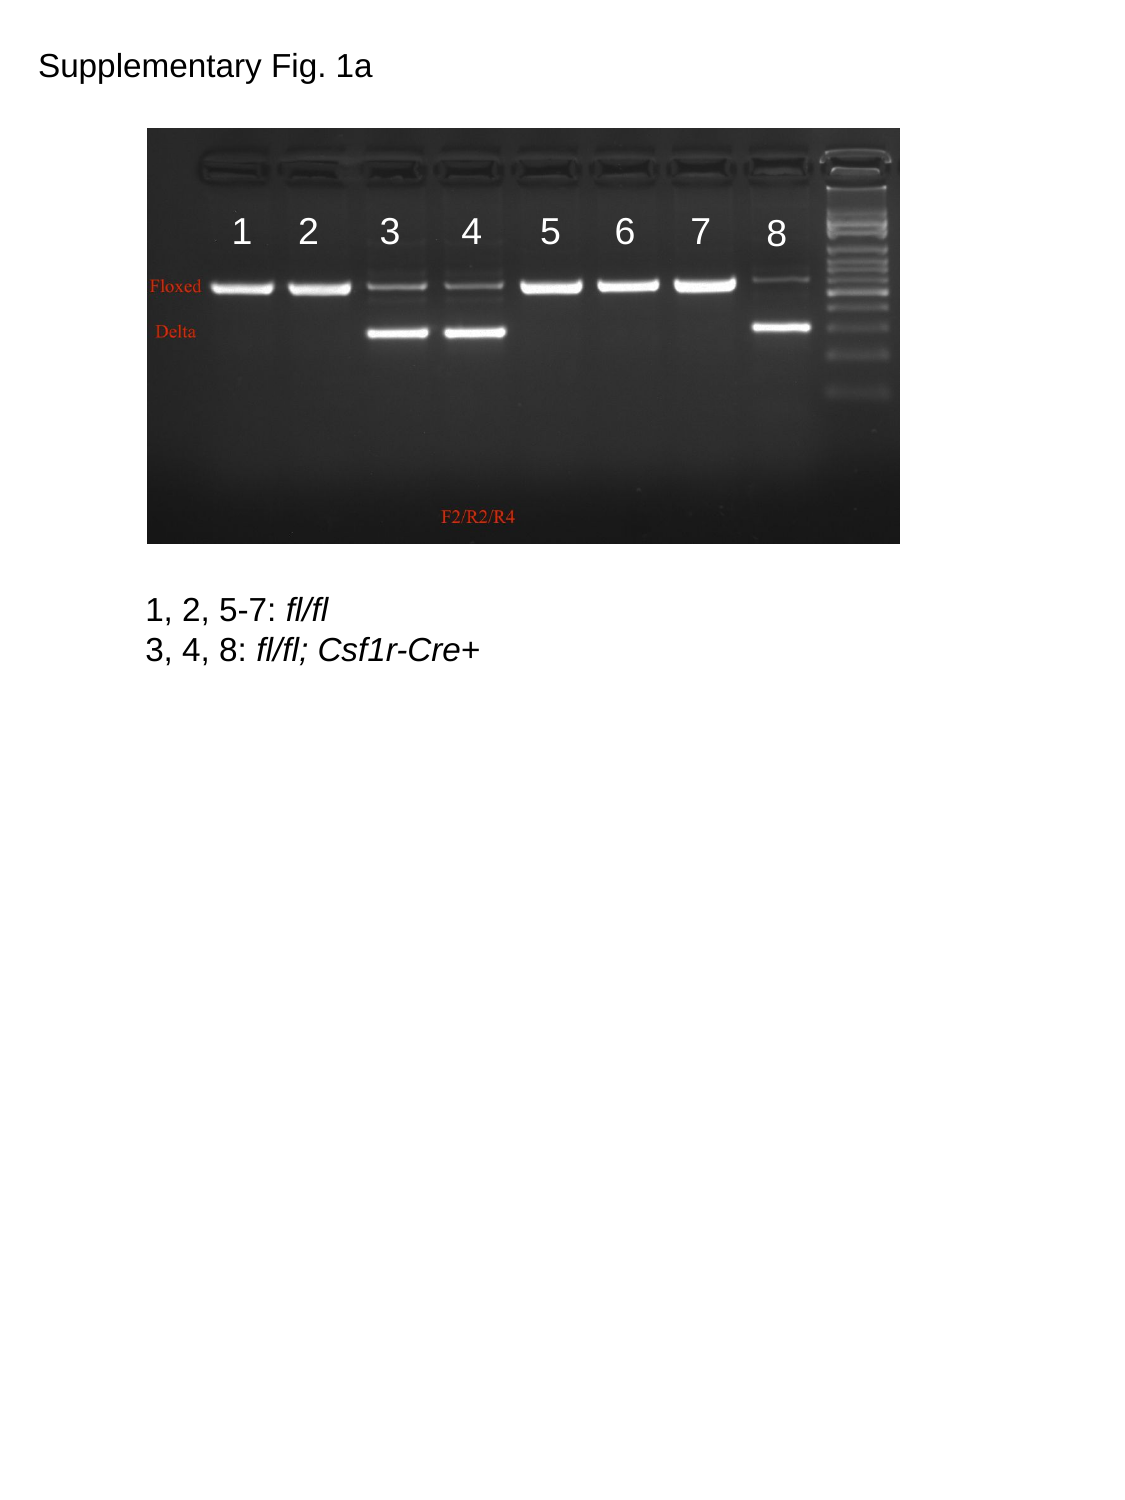

Supplementary Fig. 1a
1
2
4
5
6
7
3
8
1, 2, 5-7: fl/fl
3, 4, 8: fl/fl; Csf1r-Cre+

## Slide 2
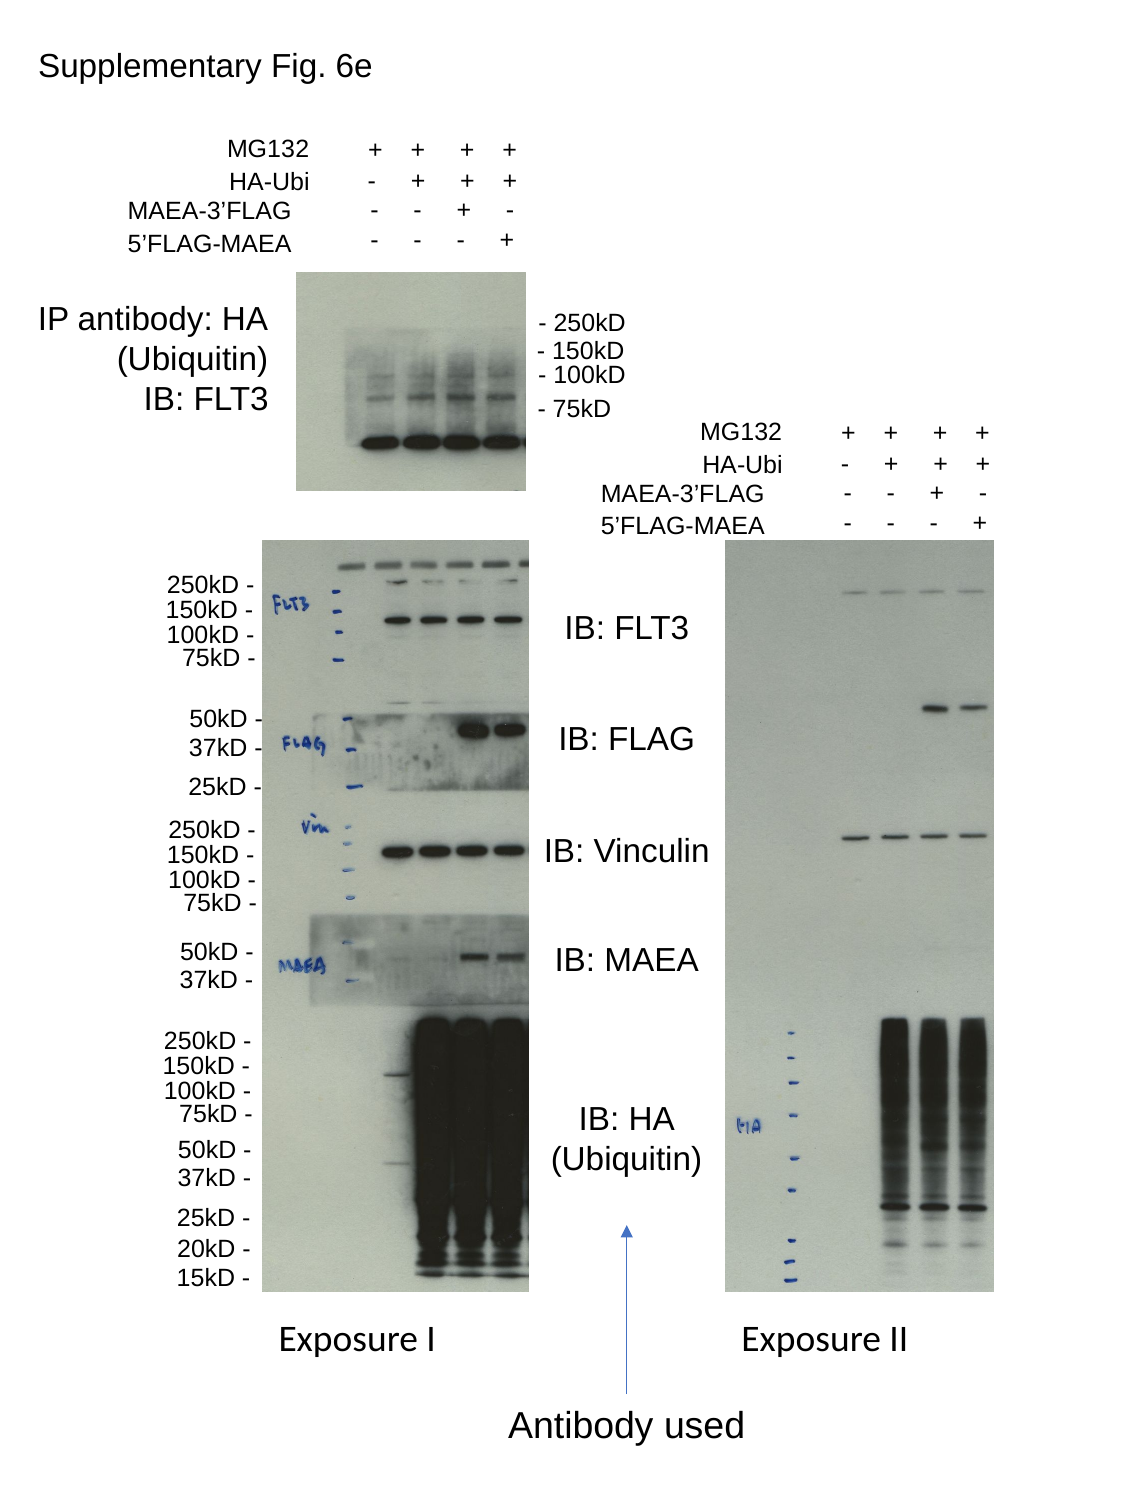

Supplementary Fig. 6e
MG132
+ + + +
- + + +
HA-Ubi
- - + -
MAEA-3’FLAG
- - - +
5’FLAG-MAEA
IP antibody: HA
(Ubiquitin)
IB: FLT3
- 250kD
- 150kD
- 100kD
- 75kD
MG132
+ + + +
- + + +
HA-Ubi
- - + -
MAEA-3’FLAG
- - - +
5’FLAG-MAEA
250kD -
150kD -
100kD -
75kD -
50kD -
37kD -
25kD -
250kD -
150kD -
100kD -
75kD -
50kD -
37kD -
250kD -
150kD -
100kD -
75kD -
50kD -
37kD -
25kD -
20kD -
15kD -
IB: FLT3
IB: FLAG
IB: Vinculin
IB: MAEA
IB: HA
(Ubiquitin)
Exposure II
Exposure I
Antibody used

How the deposited data were processed for this re-analysis (not part of the article)

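RNA from HSCs of 3 control and 3 *Maea* Csf1r-Cre replicates was sequenced by the authors, with 2000 cells pooled from 2 mice in each replicate. The authors made libraries with SMART-Seq v4 and Nextera XT, aligned single-end reads to mm10 with STAR, quantified them to Ensembl transcripts and normalised them in Partek Flow. The deposited values are CPM, 1 column per library and 46959 rows of gene symbols, with 0.0001 added to every value. The genes listed took 75.2 to 80.2% of the reads behind the scaling of each library. Of the symbols 27 had been turned into dates and 4 rows shared a symbol with another row. Symbols were matched to the GENCODE annotation of GRCm38, which is later than the one the authors used, and 44868 rows found a gene. The 13 mitochondrially encoded genes were listed at 0 in every library.

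The steps between low CPM values gave the number of reads behind the scaling, 32968000 to 39614000 in control and 44159000 to 60937000 in *Maea* Csf1r-Cre libraries. Of the low values of a library 73.3 to 75.2% lay on whole reads, so read counts were not recovered and no test for counts was used. A signal of 3 reads was between 0.0492 and 0.0910 CPM, which covers counting error only.

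Each gene with a CPM of at least 1 in at least 3 libraries was tested on log2(CPM + 1) with limma's linear model and moderated test with a mean-variance trend, *Maea* Csf1r-Cre against control, two-sided, with Benjamini-Hochberg adjustment over 12955 genes and a threshold of 0.05. The replicate numbers come from the sample labels, and the paper does not state that they pair libraries. Since same-numbered libraries deviated together (Pearson's r of 0.627, 0.523 and 0.397 across genes), each test was repeated with the replicate number as a block.

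There were 11 gene sets. The lists for DNA replication, proteasome, ribosome, protein export, oxidative phosphorylation, insulin signalling, mTOR signalling and lymphoid priming were written by hand, and those for HSC related genes, core autophagy machinery and pro-autophagy genes follow Fig. 2i and Supplementary Fig. 7a, b. Each set was tested with limma's camera, with an inter-gene correlation preset at 0.01 and adjustment over the 11 sets. For 6 sets GSEA scores were computed with a weight of 1 and genes ranked by signal-to-noise on CPM, with an SD of at least 0.2 of the mean, in control against *Maea* Csf1r-Cre HSCs. The NES and an exact p came from all 20 labellings of the libraries.

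Genes named one by one were chosen by a rule. They were the genes of Fig. 2i and Supplementary Fig. 7a, b, with *Maea*, *Csf1r*, *Flt3*, *Mtor* and *Rps6*. Added to these were the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap between groups. Where fewer qualified, the 5 with the smallest p in that direction and no overlap were taken. Last came up to 3 genes per set with the smallest p in the direction of its mean, so their direction follows from this choice. This gave 79 genes. The values of 1 gene of Fig. 2i are not reported here.

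The alternatives tried were a pseudocount of 0.1, no filter, a filter at a CPM of 10, rescaling by median ratios, quantile normalization, the replicate block, each library left out in turn, no mean-variance trend, an inter-gene correlation estimated from the data, correction for transcript length by a loess curve with a span of 0.5, 10000 random lists matched on expression, Reactome sets from fgsea in place of the hand-written ones, 13 mitochondrial genes added, permutation of the genes in GSEA with 1000 random sets, and ranking by limma's moderated statistic. Correction for GC content, and both corrections with the block, were added after seeing the data.

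The procedure was tested on simulated data made from the same table. All 200 genes changed 4-fold were recovered, with 15 false calls, and 0 genes were called where none was changed. The simulated genes varied independently with the same spread setting for all, and no replicate effect was simulated. Changes were planted only in genes above a set expression level. This recovery therefore does not show that 4-fold changes would be found in the real libraries. The work used R 4.3.3, limma 3.58.1, fgsea 1.28.0 for its lists only, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. RNA from LMPPs, which the paper's methods mention, was not analysed here.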

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

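The tests on shared variation, on the chromosome 17 window and with length correction joined with the replicate block were chosen only after the results were seen. The gene lists, the test settings and the alternatives were set before the data were examined, apart from the corrections for GC content and the fits that joined a correction with the replicate block.

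*BC023719* on chromosome 17, which the paper does not discuss, gave a signal in *Maea* Csf1r-Cre libraries and was listed at 0 in the 3 control libraries. Its lowest value in a *Maea* Csf1r-Cre library was 7.27 CPM. Beside it lies the pseudogene *C920025E04Rik*, at 7.71 ± 3.62 CPM in control and 33.5 ± 7.20 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each). Of the 50 genes with the smallest p, 6 lay in 1 window of 5 Mb of chromosome 17 starting at 33974659, which spans part of the MHC. They were *BC023719*, *C4b*, *C920025E04Rik*, *H2-K2* and *H2-Ab1*, all higher, and *Col11a2*, lower, among 114 tested genes there. As many in 1 window came up in 1 of 10000 draws of 50 tested genes (permutation p = 2.0e-04, counting the real genes as a draw). A strain variant linked to the MHC and differing between the groups may explain this cluster, but shared regulation of genes in this region would give the same crowding and was not tested. Reads shared between near-identical genes were tested by asking how many values were whole reads in *BC023719*, *C920025E04Rik*, *C4b*, *H2-K2*, *H2-Aa* and *H2-Ab1*. The share was 41.7%, against 68.3% over all tested genes. It was 0 of 6 values for *C920025E04Rik*, 1 of 6 for *H2-K2* and 1 of 3 for *BC023719*. It was 5 of 6 for *C4b*, 2 of 2 for *H2-Aa* and 1 of 1 for *H2-Ab1*. Values with high read counts were left out, so those used for *H2-Aa* and *H2-Ab1* came from control libraries alone. They say nothing about sharing in the *Maea* Csf1r-Cre libraries. Sharing could thus account for some of these genes and is not shown for all. Unequal sequencing depth cannot give such a gap, since 3 reads were at most 0.0910 CPM in a control library. The strain variant, shared regulation and shared reads remain, and an effect of *Maea* deletion on *BC023719* cannot be told apart from them.

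The 20 cell division genes, a list the paper does not discuss in these data, had a mean log2 fold change of 0.16, with 20 of 20 higher by group mean (camera, adjusted p = 5.5e-06 over 8 lists, and 4.8e-07 with the replicate block). Only *Mki67*, *Aurkb*, *Plk1*, *Ube2c* and *Cdca8* were higher in all 3 same-numbered pairs. The other genes of the list were lower in *Maea* Csf1r-Cre replicate 2 than in control replicate 2. *Top2a* was at 234 against 243 CPM there, and *Tpx2* at 80.9 against 102 CPM. Transcript length bias was tested by correcting for length with the block, after which the camera p was 5.9e-09. Unequal sequencing depth was tested by thinning each library to 32968000 reads, after which the camera p was 2.1e-07 with the block. Thinning evens out counting error only. The mean after length correction was 0.16376, not lower than before, so this correction took away none of the rise. Variation shared by these genes between libraries was tested by estimating the inter-gene correlation with the block, which was 0.786, and the camera p was then 0.284. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 2 gave a camera p as small, so this shared variation may explain the rise. An effect of *Maea* deletion on the RNA of these genes cannot be told apart from it in these libraries. Cell cycle staining in the paper, a separate measure, found HSCs of young *Maea* Csf1r-Cre mice to cycle more (Supplementary Fig. 4g).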

How the results depend on the processing

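The correction for GC content, and both corrections joined with the replicate block, were chosen only after the results were seen. No alternative moved the median log2 fold change of all genes by more than 0.1, with values from -0.09 to 0.02 against -0.06.

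The count of genes with an adjusted p under 0.05 was 1. It was 0 with a CPM of at least 10 in at least 3 libraries, which excludes *BC023719*, with 302 genes at an unadjusted p under 0.05. It was 2 with the block and length correction together, *BC023719* and *Vldlr*. Over the 6 fits that each left out 1 library it ran from 0 to 3. It was 0 without control replicate 2 or 3, with 266 and 331 genes at an unadjusted p under 0.05. The count was 1 without a filter too, but the gene was *Cd209f*, with 0 genes shared. The cause was not tested.

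With the inter-gene correlation estimated from the data, no set passed (adjusted p of 0.545 to 0.562). The means were as before, at 0.13 for DNA replication, 0.15 for the proteasome, 0.10 for the ribosome, 0.04 for protein export, 0.11 for oxidative phosphorylation, -0.62 for lymphoid priming, -0.31 for the HSC genes of Fig. 2i and -0.26 for pro-autophagy. The estimated correlations were 0.107 to 0.660 in these 8 sets, against the preset 0.01. How much of the change in p they account for was not tested. In all other alternatives DNA replication, proteasome, ribosome, oxidative phosphorylation and lymphoid priming kept their direction and passed. The ribosome mean fell to 0.0010 after length correction. The 13 mitochondrial genes could not move oxidative phosphorylation, since they are listed at 0.

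Protein export no longer passed without a filter (mean log2 fold change 0.0417, adjusted p = 0.0781), with a CPM of at least 10 (mean 0.0222, adjusted p = 0.144), with quantile normalization (mean 0.0769, adjusted p = 0.147) or with length correction, without and with the block (mean 0.0185 in both, adjusted p = 0.0707 and 0.0785), and stood at percentile 79.9 of matched lists. Its adjusted p ran from 0.00216 to 0.970 over all alternatives. Pro-autophagy no longer passed with a CPM of at least 10 (mean -0.1941), the block (mean -0.2564), length correction without and with the block (mean -0.2327 in both) or GC correction with the block (mean -0.2287), and stood at percentile 3.4. Its adjusted p ran from 0.0103 to 0.545 over all alternatives. The cause was not tested. Insulin signalling, mTOR signalling and core autophagy kept their direction and passed in none (lowest adjusted p 0.0755, 0.0918 and 0.273).

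Leaving out 1 library at a time, protein export ran from -0.0351 to 0.1309, reversed without control replicate 2 and without *Maea* Csf1r-Cre replicate 1. The HSC genes ran from -0.4929 to -0.1119, no longer passing without those same libraries. Pro-autophagy ran from -0.3171 to -0.1963. DNA replication ran from 0.05 to 0.21, the proteasome from 0.04 to 0.25, the ribosome from 0.03 to 0.18, oxidative phosphorylation from 0.01 to 0.21, lymphoid priming from -0.84 to -0.40, insulin signalling from -0.18 to -0.09, mTOR signalling from -0.21 to -0.11 and core autophagy from -0.13 to -0.08.

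With genes permuted in place of labels, the NES was -2.8787 for DNA replication, -2.9826 for the proteasome, -2.9573 for oxidative phosphorylation and 1.9659 for lymphoid priming, each with a permutation p = 0.001, the smallest that 1000 sets can give. It was 1.33 for insulin signalling and 1.35 for mTOR signalling, with a permutation p of 0.0597 and 0.0823. Labels of 3 against 3 libraries cannot give a p under 0.1, and gene permutation ignores the correlation between genes. No NES changed sign. Leaving out 1 library at a time, the NES ran from -1.64 to -1.17 for DNA replication, -1.35 to -1.02 for the proteasome, -1.29 to -0.58 for oxidative phosphorylation, 1.19 to 1.64 for insulin signalling, 1.13 to 1.51 for mTOR signalling and 0.96 to 1.48 for lymphoid priming.

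For the 79 named genes, 886 of 929 alternative values kept their direction and side of the threshold, 3 were weaker and 40 reversed. The reversals came from 16 genes, none with a log2 fold change over 0.176 in size. With median-ratio rescaling, which moved the median of all genes from -0.06 to -0.01, the reversed values were 0.0325 for *Atg3*, 0.0125 for *Atg16l1*, 0.0239 for *Becn1*, 0.0370 for *Mtor* and 0.0260 for *Rps6*. That shift is larger than the changes of these 5 genes and accounts for these reversals. With quantile normalization, which moved the median from -0.06 to 0.02, they were 0.0186 for *Atg3*, 0.0366 for *Atg16l1*, 0.0715 for *Atg4a*, 0.0216 for *Atg9b*, 0.0349 for *Sesn2* and 0.0161 for *Mtor*. Again the shift is larger than the changes of these genes, except *Atg9b*. The ranges with 1 library left out, for genes that reversed, were -0.1059 to 0.3777 for *Gfi1b*, -0.1966 to 0.1348 for *Gata2*, -0.3017 to 0.2161 for *Myc*, -0.1408 to 0.5362 for *Slamf1*, -0.0278 to 0.0924 for *Atg4b*, -0.1481 to 0.0453 for *Atg5*, -0.121 to 0.0762 for *Atg3*, -0.2262 to 0.0447 for *Atg9a*, -0.0921 to 0.0745 for *Atg16l1*, -0.1153 to 0.0673 for *Becn1*, -0.1562 to 0.1799 for *Prkaa1*, -0.1868 to 0.0608 for *Sesn2*, -0.1316 to 0.0735 for *Mtor* and -0.1214 to 0.0491 for *Rps6*. The cause of these reversals, and of that of *Atg9b*, was not tested.

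Values under 0.0492 to 0.0910 CPM, the level of 3 reads, were not told from 0. In simulated data of this size all 200 genes changed 4-fold were recovered, and recovery of smaller changes of single genes was not measured.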

Differences from the paper's values

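The corrections for length and GC content joined with the block were chosen only after the results were seen. The 42 mean CPM values read from Supplementary Fig. 7a, b did not differ by the rule used. It flagged a value only if the gap exceeded the replicate SD and the ratio of the values also passed a set limit. It did not flag *Atg14*, whose values are given below, though its gaps exceeded the SD of 4.84 CPM in control and 3.13 CPM in *Maea* Csf1r-Cre HSCs. Passing the rule thus does not show that a value is the same, or within the SD. Of 6 NES values 2 differed, both by sign, and the lymphoid score also in size. The error set beside each NES was the SD of its values with 1 library left out.

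The paper's NES for mTOR signalling is about -1.4 in Fig. 2g, read by eye, against 1.44 here, where a positive score is higher in control HSCs. Of the alternatives set before the data were examined, none closed the gap, with values from 1.13 to 1.51. The paper's NES for the lymphoid gene set is about -1.7 in Fig. 2h, read by eye, against 1.47 here. None of the alternatives set before the data were examined closed this gap in sign either, with values from 0.96 to 1.97. The mTOR gap is of sign alone. The lymphoid gap is also of size in the main setting, 1.47 here against about 1.7, which is beyond the error of 0.1947. Without a filter the score was 1.63, within that error in size. The list here was written by hand, with 22 genes tested, and is not the paper's set, so the sizes need not match. No alternative changed the sign of either score. The curves drawn for these sets in Fig. 2g and Fig. 2h peak on the control side, Fig. 2f shows a positive score for mTOR signalling, and the direction in words is the same as here, lower in *Maea* Csf1r-Cre HSCs.

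In Supplementary Fig. 7a *Atg14* stands at about 35 CPM in control and about 27 CPM in *Maea* Csf1r-Cre HSCs, above *Atg16l1*. Here it was 25.1 and 19.7 CPM, below *Atg16l1* at 25.5 CPM in control. The paper states that pro-autophagy genes did not change significantly. Here the 10 genes as a set had a mean log2 fold change of -0.26 with an adjusted p of 0.0323, and 0.0566 with the replicate block, while no single gene passed over all genes tested. The set also failed to pass with a CPM of at least 10, with length correction, with the inter-gene correlation estimated from the data, with control replicate 1, control replicate 2 or *Maea* Csf1r-Cre replicate 2 left out, and, among settings chosen after seeing the values, with length or GC correction joined with the block (adjusted p from 0.0103 to 0.545 over all alternatives). The paper lists insulin and mTOR signalling as downregulated. Here their camera adjusted p was 0.262 for each, and 0.0755 and 0.0918 were the lowest over the alternatives. In GSEA both sets were scored higher in control HSCs, with an NES of 1.63 for insulin signalling against the paper's about 1.5 in Supplementary Fig. 4j, and an exact permutation p of 0.1 for each, the smallest possible.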

Other observations

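The tests on library preparation and depth, on both macrophage explanations and with length or GC correction joined with the replicate block were chosen only after the results were seen. The test without *Egr1* and *Myc* replaced another, which removed 0 genes, before its own p was seen.

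The 5 sets for DNA replication, proteasome, ribosome, protein export and oxidative phosphorylation were higher in *Maea* Csf1r-Cre HSCs. Transcript length bias was tested by length correction with the replicate block, after which 4 of 5 sets passed, though the ribosome mean was 0.0010. GC content bias was tested in the same way, and 5 of 5 passed. High expression of these genes was tested against random lists matched on expression, and 4 of 5 lay above the middle 95% of lists. Unequal sequencing depth was tested by thinning each library to 32968000 reads, and 5 of 5 passed with the block. Length correction lowered the 5 means and took only protein export below the threshold. It left 0.1163 for DNA replication and 0.1050 for the proteasome. Oxidative phosphorylation fell from 0.1062 to 0.0296 and the ribosome from 0.0999 to 0.0010, so most of the rise of these sets went with length. Camera compares a set with the other genes, and the median of all genes was -0.0660 in that fit. GC correction lowered none of the 5 means, and thinning left them close to where they were, at 0.1522 against 0.1539 for the proteasome. Thinning evens out counting error only, so it says little about other effects of depth. With the inter-gene correlation estimated from the data none of these sets passed (adjusted p of 0.545 to 0.562). Library preparation that differed along with depth could not be tested. A difference in depth is shown, with 0 control libraries as deep as the shallowest *Maea* Csf1r-Cre library, but none in preparation, and the column labels give the same run for all 6 libraries. The rise cannot be told apart from such a difference.

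Lymphoid priming genes were lower in *Maea* Csf1r-Cre HSCs. RNA from B cells was tested by leaving out the B cell list, after which the camera p was 2.9e-04. Only 2 of the 22 tested genes were on that list, so RNA from cells of the B lineage is not excluded. Transcript length bias was tested for this set and the HSC genes of Fig. 2i, and 2 of 2 passed after length correction with the block. The mean went from -0.6229 to -0.6076 for lymphoid priming and from -0.3142 to -0.3004 for the HSC genes. Length correction thus took away little of either fall. An immediate early response during cell isolation was tested by leaving *Egr1* and *Myc* out of the Fig. 2i set, after which the mean log2 fold change was -0.30 against -0.31 and the camera p 0.00794 against 0.00729. Leaving out these 2 genes hardly moved the set, so this test says little about that cause. The list of immediate early genes itself was lower in *Maea* Csf1r-Cre HSCs, with a mean log2 fold change of -0.48 and 10 of 10 genes lower (adjusted p = 0.0421, and 6.8e-04 with the block), and its share in the remaining fall was not tested. A difference in library preparation between the groups was not tested for these sets.

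The 8 tested genes of a macrophage and monocyte list were lower in *Maea* Csf1r-Cre HSCs, with a mean log2 fold change of -1.47 (camera, adjusted p = 1.4e-08, and 2.8e-07 with the block). Macrophage RNA in control HSC libraries is a candidate explanation, and 4 of the 8 genes were lower in every *Maea* Csf1r-Cre library than in every control library. This cannot be told apart from a change within the HSCs. The paper reports bone marrow macrophage defects in mice with this deletion, which could lower such RNA, but that was not tested here. RNA from blood cells in general was tested with the neutrophil and granule list, whose camera p was 0.780 with 3 of 4 tested genes lower. The B cell list, with 2 genes tested, had a mean of -1.64 (adjusted p = 0.0149, and 0.0276 with the block), and the T cell list, with 2 genes tested, a mean of -0.62 (adjusted p = 0.0413, and 0.0879 with the block). The erythroid list went the other way, with a mean of 0.23 and 6 of 8 genes higher (adjusted p = 0.0541, and 0.00461 with the block), and the megakaryocyte list had a mean of -0.30 (adjusted p = 0.587, and 0.379 with the block). RNA from other blood cells is not excluded. *Csf1r*, whose promoter drives the Cre, is in the macrophage list and was at 4.53 ± 2.96 CPM in control and 0.896 ± 1.12 CPM in *Maea* Csf1r-Cre HSCs (SD, n = 3 each).

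Libraries with the same replicate number deviated together. Replicate 2 was male in both groups, with *Xist* at 0 and *Ddx3y* at 30.7 CPM in control and 26.3 CPM in *Maea* Csf1r-Cre HSCs, and replicates 1 and 3 were female. Sex of the pooled mice as the cause was tested on the difference between replicates 1 and 3, which correlated between the groups across genes with an r of 0.527, so sex does not account for all of the pairing. No other explanation of the pairing was tested.

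Other splits of the 6 libraries were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes with an adjusted p under 0.05, and the other 3 gave 0, with 302, 98 and 46 genes at an unadjusted p under 0.05. The real split alone also gave the smallest camera p, 1 of 4, for the proteasome, ribosome, oxidative phosphorylation, insulin signalling, HSC genes of Fig. 2i, pro-autophagy and the macrophage list. For DNA replication, protein export, mTOR signalling, lymphoid priming, core autophagy and the cell division list, 2 of 4 gave a p as small. With 4 splits the share is never under 0.25, so none of these results is told apart from a random grouping by this count. The other 6 splits keep 2 of the 3 same-numbered pairs together, and 2 of them gave more genes, 21 and 19. Over all 10 splits, 5 gave a camera p as small for oxidative phosphorylation, 3 for the ribosome and 3 for the HSC genes. The real split alone did so for the proteasome, insulin signalling, pro-autophagy and the macrophage list. For the remaining sets and the cell division list, 2 to 6 of the 10 did.

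*Rps18-ps3* on chromosome 8 was chosen after its values were seen. It was at 48.1, 37.3 and 41.7 CPM in control replicates 1, 2 and 3 and at 2.56, 1.63 and 52.7 CPM in *Maea* Csf1r-Cre replicates 1, 2 and 3. *Rps18*, on chromosome 17 from 33951999 to 33956001, next to the window of changed genes, was at 495, 375 and 384 CPM in control and 238, 193 and 461 CPM in *Maea* Csf1r-Cre replicates. *Flt3* was at 74.0 ± 43.4 CPM in control and 28.8 ± 11.4 CPM in *Maea* Csf1r-Cre HSCs, and *Rps6* at 188 ± 13.3 and 185 ± 23.2 CPM (SD, n = 3 each).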
